# Intermittent compressive force induces cell cycling and reduces apoptosis in embryoid bodies of mouse induced pluripotent stem cells

**DOI:** 10.1038/s41368-021-00151-3

**Published:** 2022-01-04

**Authors:** Jeeranan Manokawinchoke, Phoonsuk Limraksasin, Hiroko Okawa, Prasit Pavasant, Hiroshi Egusa, Thanaphum Osathanon

**Keywords:** Stem-cell differentiation, Stress signalling

## Abstract

In vitro manipulation of induced pluripotent stem cells (iPSCs) by environmental factors is of great interest for three-dimensional (3D) tissue/organ induction. The effects of mechanical force depend on many factors, including force and cell type. However, information on such effects in iPSCs is lacking. The aim of this study was to identify a molecular mechanism in iPSCs responding to intermittent compressive force (ICF) by analyzing the global gene expression profile. Embryoid bodies of mouse iPSCs, attached on a tissue culture plate in 3D form, were subjected to ICF in serum-free culture medium for 24 h. Gene ontology analyses for RNA sequencing data demonstrated that genes differentially regulated by ICF were mainly associated with metabolic processes, membrane and protein binding. Topology-based analysis demonstrated that ICF induced genes in cell cycle categories and downregulated genes associated with metabolic processes. The Kyoto Encyclopedia of Genes and Genomes database revealed differentially regulated genes related to the p53 signaling pathway and cell cycle. qPCR analysis demonstrated significant upregulation of *Ccnd1*, *Cdk6* and *Ccng1*. Flow cytometry showed that ICF induced cell cycle and proliferation, while reducing the number of apoptotic cells. ICF also upregulated transforming growth factor β1 (Tgfb1) at both mRNA and protein levels, and pretreatment with a TGF-β inhibitor (SB431542) prior to ICF abolished ICF-induced *Ccnd1* and *Cdk6* expression. Taken together, these findings show that TGF-β signaling in iPSCs enhances proliferation and decreases apoptosis in response to ICF, that could give rise to an efficient protocol to manipulate iPSCs for organoid fabrication.

## Introduction

Induced pluripotent stem cells (iPSCs), which can be generated by reprogramming of somatic cells including oral tissue cells,^1^ possess unlimited self-renewal property and can differentiate into any type of cell and tissue. Therefore, iPSCs are considered to be a promising tool not only for tissue regeneration but also for disease modeling by in vitro fabrication of three dimensional (3D) tissues/organs (organoids).^2^ Recently, technologies for engineered cell manipulation have been actively investigated to control 3D cell-cell interactions of stem cells to generate organoids. Mechanical stress is a promising manipulation technique for organoid formation of iPSCs.^3^

Mechanical force regulates numerous biological responses in stem cells.^4^ Mechanical stimulation induces differentiation and maturation of iPSCs toward bone and cartilage cell lineages.^5,6^ Application of shear stress to pluripotent embryonic stem cells (ESCs) promotes endothelial cell and hematopoietic cell differentiation.^7^ In contrast, specific hydrodynamic forces in 3D shaking culture maintain and restore multipotency of mesenchymal stem cell (MSC) spheroids.^8^ Low-intensity vibration attenuates adipogenic differentiation in MSCs.^9^ Thus, the effects of mechanical force on stem cell responses substantially depend on many factors related to both force and cells, including force type, force magnitude, treatment duration, cell type, and cell stage.

In the field of oral science, intermittent compressive force (ICF) has been particularly well investigated with regard to the regulation of cell behaviors in association with mastication, biting or orthodontic treatments. ICF stimulates osteogenic differentiation in human periodontal ligament stem cells (PDLCs) via the transforming growth factor (TGF-β) pathway.^10^ In human bone-derived cells, ICF activates the Wnt pathway and subsequently promotes osteogenic differentiation.^11^ Expression of receptor activator of nuclear factor κB ligand (RANKL) is increased under ICF application via regulation of interleukin 1β in PDLCs.^12^ In mouse pre-osteoblasts, ICF upregulates Notch target gene expression through the TGF-β pathway.^13^ This evidence suggests that ICF regulates many signaling pathways and further influences a variety of cell responses; therefore, a systematic analysis is required to investigate how ICF affects cell responses.

Global gene expression profiles have been investigated in various conditions to determine the potential pathways regulated by mechanical force. ICF-treated PDLCs show a significant change of gene expression in focal adhesion, regulation of actin cytoskeleton, TGF-β signaling, and cytokine-cytokine receptor pathways.^10,14^ PDLCs treated with orthodontic force exhibit changes in cell cycle, DNA replication, immune system, and metabolism pathways.^15^ Cyclic stretch treatment in embryonic mouse cardiomyocytes leads to significant changes in gene ontology categories related to contractile fiber parts, myofibrils, contractile fibers, and regulation of cellular component organization.^16^ In this context, the development of effective regenerative medicine and engineered cell manipulation approaches requires understanding of global gene expression profiles in response to mechanical stimulation, particularly in iPSCs, which are capable of sophisticated organoid formation in vitro. However, the effect of ICF on iPSCs remains unknown. The present study aimed to identify the ICF-regulated pathways in 3D-cultured mouse iPSCs by global gene expression analysis using RNA sequencing.

## Results

### Differential gene expression profile in ICF-treated iPSCs

To examine the pathways regulated by ICF in iPSCs in a 3D form, embryoid bodies formed from mouse iPSCs were plated on a tissue culture plates. 

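The cells were iPSCs reprogrammed from mouse gingival fibroblasts, and the constructs were either loaded with ICF, a compressive force of 1.5 g per square centimetre applied intermittently at 0.23 Hz, or left unloaded as the control. RNA sequencing covered 3 ICF-treated and 3 control samples, which the sample labels assign to donors 1 to 3 in each group. The number is called the replicate here. The paper reports independent experiments, but its text mentions no donors and does not state whether samples of the same number shared an experiment. For RNA extraction the methods name the Ribospin II kit, whereas the sample descriptions name an RNeasy kit. Strand-specific mRNA libraries were sequenced on an Illumina Nextseq instrument as single reads with 75 cycles. The authors filtered the reads with Trimmomatic, mapped them with HISAT2 and counted them per gene with HTSeq, and the deposited values are these counts without normalization. HTSeq leaves out reads that align to more than 1 place, so genes with near-identical copies lose counts. In the control, 29742473, 31806689 and 28711166 reads were counted on genes in replicates 1, 2 and 3, with a median of 29742473. With ICF, 34194413, 32787028 and 28869790 reads were counted, with a median of 32787028. In ICF replicate 3, 89.0% of the counts above 0 were whole multiples of 4, against 20.3% to 21.5% in the other samples. A count was present for 20802 genes in ICF replicate 3 and for 24340 to 24889 genes in the others. This sample was used as deposited. Replicates 1 and 2 of each group differed by more than counting noise, where noise alone gives a median chi-square per gene of 0.455. This median was 0.958 between the control replicates and 1.02 between the ICF replicates. Between replicate 3 and the other replicates of its group it was 2.74 and 3.29 in the control and 3.94 and 4.98 with ICF. The noise value may not hold for ICF replicate 3, because its counts mostly step by 4. All 6 samples were counted separately. Genes were named through the GENCODE M21 annotation of GRCm38, which held 50376 of the identifiers in the count files, because the paper's text gives the reference genome only as G. Counts were compared between ICF and control with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, without a replicate block. The threshold was the paper's false discovery rate of 0.05. Values per group are given as CPM, the counts scaled to a common library size after TMM normalization. Standard errors of log2 fold changes come from the spread of log2 CPM between replicates, not from the edgeR fit.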

During embryoid body formation, the cells were cultured in the presence of retinoic acid to form relatively homogeneous immature mesenchymal cell constructs.^17^ iPSC constructs attached on the plates were then treated with ICF in serum-free medium for 24 h, followed by total RNA isolation for high-throughput RNA sequencing (Fig. 1a). After 24 h of ICF treatment, there was no significant morphological change in the iPSC constructs compared to the unloaded control (Fig. 1b, c). ICF did not affect cell viability at 24 h compared with the unloaded control (Fig. 1d). ICF treatment upregulated 893 genes and downregulated 1,076 genes. 

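Of 16729 genes tested, 580 were upregulated and 733 downregulated by ICF at a Benjamini-Hochberg false discovery rate under 0.05 in edgeR's quasi-likelihood test (n = 3 per group). The paper's numbers came from another tool, DESeq2, which gave 877 upregulated and 1071 downregulated genes on these counts. All 1313 genes past the threshold in the edgeR test changed in the same direction in each of the 3 pairs of samples with the same replicate number. Their selection on these same samples makes this likely, so it is no independent check. At an unadjusted p under 0.05 there were 4277 genes. With the replicate number as a block, 2445 genes were upregulated and 2561 downregulated, and all 1313 genes were among them. The deviations of same-numbered samples from their group means correlated across genes with r of 0.15, 0.2 and 0.38, and those of differently numbered samples with r of -0.34 to 0.26, where genes are not independent replicates. The first principal component held 51.3% of the variance and placed ICF replicate 3 far from the other samples. It also parted the groups, with control replicates 1 to 3 at -29.7, -27.3 and -9.8 and ICF replicates 1 to 3 at 8.1, 6.8 and 51.8. Over the 6 tests that each left out 1 sample, 85 to 724 genes were upregulated and 215 to 928 downregulated.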

The top 50 differentially regulated (upregulated and downregulated) genes are shown in Fig. 1e and the top 20 significantly upregulated and downregulated genes are shown in Table 1. 

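All 20 upregulated and all 20 downregulated genes of Table 1 passed the threshold in the same direction, and so did all 47 genes of the heat map in Fig. 1e, of which 8 rose and 39 fell. The same was found with the replicate block. In each of these genes, every ICF replicate lay on the same side of every control replicate. The log2 fold changes of the upregulated genes in Table 1 ranged from 0.55 to 2.22 with a median of 1.00, and those of the downregulated genes from -4.16 to -0.79 with a median of -1.55. Mt2 encodes a metallothionein, a small metal-binding protein, and lies on chromosome 8 of GRCm38 from 94172664 to 94173568. Its level was 96.9 ± 14.5 CPM (SD, n = 3) in the control and 348 ± 14.6 (SD, n = 3) with ICF. This was a log2 fold change of 1.84 (standard error 0.13, adjusted p = 0.00014 from edgeR's quasi-likelihood test). Of the possible 75-base reads of its longest transcript, 32.3% also match an overlapping gene when either strand is counted. Fam212b, listed as Inka2 in the annotation, had the largest rise of these genes, from 2.69 ± 0.38 (SD, n = 3) to 12.6 ± 1.61 CPM (SD, n = 3), a log2 fold change of 2.22 with a standard error of 0.15. Bnip3, on chromosome 7 from 138890836 to 138909519, fell from 229 ± 40.9 (SD, n = 3) to 40.0 ± 3.88 CPM (SD, n = 3). Its log2 fold change was -2.52 (standard error 0.18, adjusted p = 0.00013 from the edgeR test), and 46.3% of its possible reads match other genes as well, so its count is uncertain. A2m fell by 4.16 on the log2 scale, from 23.5 ± 8.01 (SD, n = 3) to 1.30 ± 0.41 CPM (SD, n = 3). For Pgk1, 67.5% of the possible reads match other genes, mostly its copy Pgk1-rs7.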

Over-representation analysis was performed and the number of genes in each gene ontology analysis for the upregulated and downregulated genes are illustrated in Fig. 2a–f. The differentially regulated genes were mainly associated with metabolic process, membrane, and protein binding in the categories of biological process, cellular component, and molecular function, respectively.

**Fig. 1:**
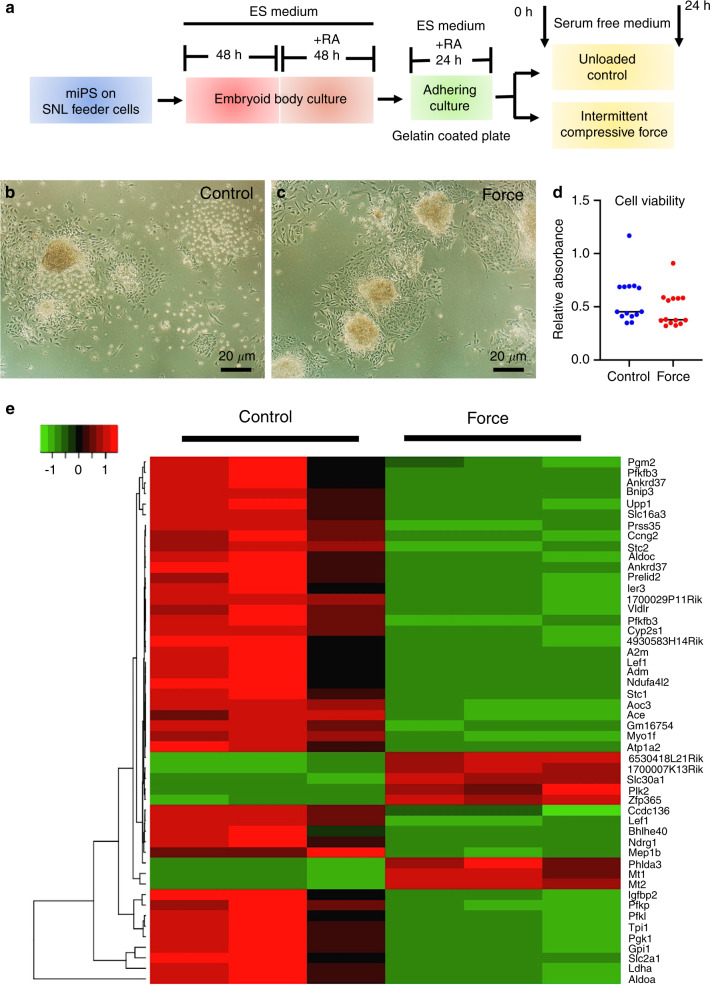
Differential gene expression profiles of intermittent compressive force (ICF)-treated iPSCs. The experimental scheme is shown in (**a**). Mouse induced pluripotent stem cells (iPSCs) were treated with ICF in serum-free conditions for 24 h. Cell viability was investigated using the MTT assay (**b**–**d**). RNA sequencing analysis was performed. Heat map shows the top 50 significant differentially regulated genes (**e**)

**Table 1:** Top 20 significantly upregulated and downregulated genes in the ICF-treated mouse iPSCs

Items	Gene symbol	Gene name	Log2FC	FDR
Upregulated genes	*Mt2*	Metallothionein 2	1.679 881 12	1.92E-57
	*Zfp365*	Zinc finger protein 365	1.414 175 91	1.92E-41
	*Mt1*	Metallothionein 1	1.379 982 17	4.92E-35
	*Fam212b*	Inka box actin regulator 2	1.780 233 32	3.48E-32
	*Slc30a1*	Solute carrier family 30 (zinc transporter), member 1	1.095 122 89	2.64E-19
	*1700007K13Rik*	RIKEN cDNA 1700007K13 gene	1.055 539 59	1.68E-18
	*Phlda3*	Pleckstrin homology-like domain, family A, member 3	0.920 961 22	1.09E-17
	*Mapkapk3*	Mitogen-activated protein kinase-activated protein kinase 3	0.761 985 97	1.11E-17
	*Btg2*	B cell translocation gene 2, anti-proliferative	0.700 049	1.50E-16
	*Celf5*	CUGBP, Elav-like family member 5	0.844 8561 7	1.32E-14
	*Cpt1c*	Carnitine palmitoyltransferase 1c	0.636 578 96	3.96E-14
	*Nefh*	Neurofilament, heavy polypeptide	0.858 813 64	4.43E-14
	*Plk2*	Polo-like kinase 2	1.017 012 41	6.14E-14
	*Gas6*	Growth arrest specific 6	0.602 381 47	1.24E-13
	*Mcam*	Melanoma cell adhesion molecule	0.904 323 58	3.62E-12
	*Eng*	Endoglin	0.604 656 63	4.82E-12
	*Ccng1*	Cyclin G1	0.878 373 39	1.06E-11
	*Zscan10*	Zinc finger protein 365	0.575 425 24	1.25E-11
	*Sesn2*	Sestrin 2	0.521 310 1	2.36E-11
	*Sytl1*	Synaptotagmin-like 1	1.102 422 23	4.50E-11
Downregulated genes	*Bnip3*	BCL2/adenovirus E1B interacting protein 3	−2.220 347	1.19E-74
	*Pfkp*	Phosphoglycerate kinase 1	−1.173 744	2.75E-64
	*Slc16a3*	Solute carrier family 16 (momocarboxylic acid transporters), member 3	−2.000 059 7	9.23E-59
	*A2m*	Alpha-2-macroglobulin	−2.577 263 7	4.06E-46
	*Ankrd37*	Ankyrin repeat domain 37	−2.275 651 2	4.72E-46
	*Ldha*	Lactate dehydrogenase A	−1.538 845 6	6.06E-44
	*Pgk1*	Phosphoglycerate kinase 1	−1.366 441 4	7.39E-37
	*Aldoc*	Aldolase C, Fructose-bisphosphate	−1.896 344 9	1.16E-35
	*Adm*	Adrenomedullin	−2.304 846 3	3.42E-35
	*Aoc3*	Amine oxidase, copper containing 3	−2.208 889 8	2.51E-34
	*Upp1*	Uridine phosphorylase 1	−1.347 068 4	2.92E-34
	*Tpi1*	Triosephosphate isomerase 1	−1.246 284 9	7.86E-33
	*Vldlr*	Very low density lipoprotein receptor	−1.122 410 4	4.69E-28
	*Aldoa*	Aldolase A, Fructose-bisphosphate	−1.171 554 2	8.41E-28
	*Ccng2*	Cyclin G2	−1.030 579 6	2.81E-27
	*Lef1*	Lymphoid enhancer binding factor 1	−1.395 389 8	1.48E-26
	*1700029P11Rik*	Riken cDNA 1700029P11 gene	−1.043 410 5	8.56E-26
	*Grin1*	Glutamate receptor, ionotropic, NMDA1 (zeta1)	−1.880 521 9	1.84E-25
	*Me1*	Malic enzyme 1, NADP(+)-dependent, cytosolic	−0.767 628 1	2.15E-25
	*Slc2a1*	Solute carrier family 2 (facilitated glucose transporter), member 1	−1.269 661 4	1.88E-24

**Fig. 2:**
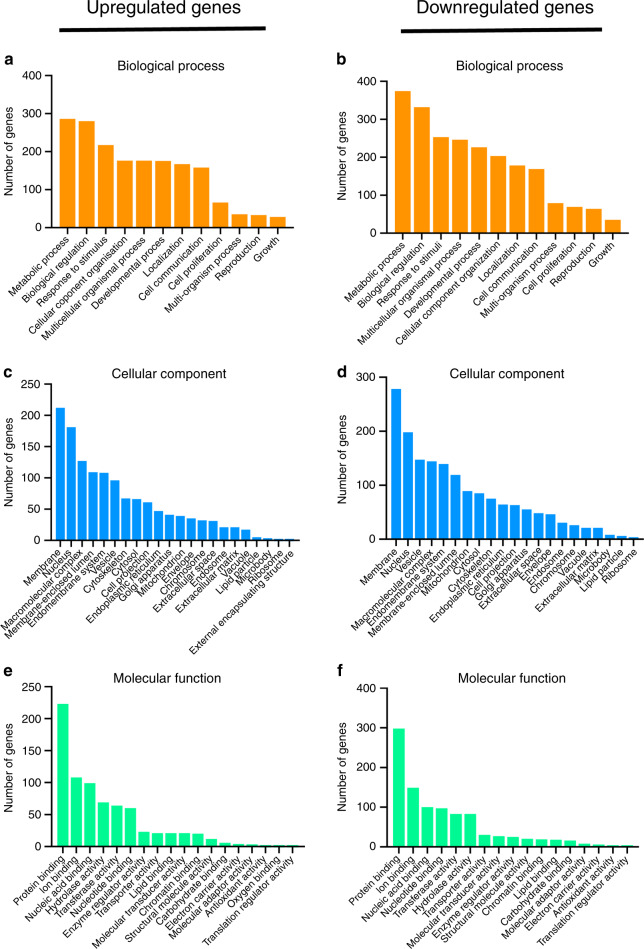
Gene ontology analyses of the upregulated and downregulated genes. The differentially regulated genes were mainly associated with metabolic process, membrane, and protein binding in the categories of biological process (**a**, **b**), cellular component (**c**, **d**), and molecular function (**e**, **f**), respectively

A network topology-based analysis according to the protein-protein interaction network BIOGRID functional database was performed to enrich the gene ontology in the biological process category. The top 10 enriched gene ontology categories for up- and downregulated genes are shown in Fig. S1a and S1b. The enriched gene ontology categories for the upregulated genes were related to cell cycle (Fig. S1a), whereas the enriched gene ontology categories for the downregulated genes were related to small molecule and cofactor metabolic processes (Fig. S1b).

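The gene ontology lists behind these categories were not used here. In their place, sets of genes were written down before the data were examined, and each set was tested for over-representation among the upregulated or downregulated genes by a one-sided Fisher's exact test against all genes tested. The p-values were adjusted by the Benjamini-Hochberg method over 20 tests, of 10 sets in 2 directions. For the cell cycle, 43 S phase genes and 52 G2/M genes were tested. Among the S phase genes, 2 were upregulated and 1 downregulated (adjusted p = 0.8 for upregulation, Fisher's exact test), with a median log2 fold change of 0.09. Among the G2/M genes, 3 were upregulated and 8 downregulated, with a median log2 fold change of -0.13, and 40 of the 52 were lower with ICF. The adjusted p of their over-representation among the downregulated genes was 0.0059 (Fisher's exact test). For metabolism, 13 of 16 glycolysis enzymes were downregulated (adjusted p = 9.8e-15, Fisher's exact test), with a median log2 fold change of -0.996, and all 16 were lower with ICF. Of 19 cholesterol synthesis enzymes, 12 were downregulated (adjusted p = 8.7e-12, Fisher's exact test), with a median of -0.45. In the edgeR test, none of the 7 pentose phosphate enzymes was downregulated, and 1 was upregulated. Their over-representation among downregulated genes also did not pass with DESeq2 (adjusted p = 0.63) or the replicate block (0.17, Fisher's exact test). With the replicate block the adjusted p was 5.3e-07 for G2/M genes, 3.9e-11 for glycolysis and 2.2e-13 for cholesterol synthesis among downregulated genes, and 0.18 for S phase genes among upregulated genes (Fisher's exact test). S phase genes passed the threshold for upregulation under 1 alternative setting, DESeq2 with the replicate block (adjusted p = 0.046, Fisher's exact test).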

### ICF affected the p53 and cell cycle pathways in iPSCs

Bioinformatic analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database revealed several pathways regulated by ICF. 

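The KEGG gene lists and the FoxO pathway were not analysed here, and hand-written sets of known target genes stand in for the p53 and HIF-1 pathways. p53 is a transcription factor that responds to stress and DNA damage, and HIF-1 is one that responds to low oxygen. Among 21 targets of p53 outside the paper's heat map of p53 pathway genes (Fig. 3a), 12 were upregulated and 0 downregulated (adjusted p = 4e-12, Fisher's exact test), with a median log2 fold change of 0.57. Zfp365 rose most among them, by 1.55 on the log2 scale. Among 24 targets of HIF-1 other than glycolysis enzymes, 22 were downregulated and 0 upregulated (adjusted p = 4.9e-27, Fisher's exact test), with a median of -1.23. With the replicate block these adjusted p-values were 2.9e-06 and 3.4e-17 (Fisher's exact test). The largest fall among them was that of Ndufa4l2, a mitochondrial protein gene, from 16.6 ± 7.17 (SD, n = 3) to 0.79 ± 0.33 CPM (SD, n = 3), a log2 fold change of -4.41 with a standard error of 0.55.

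**Figure D1:**
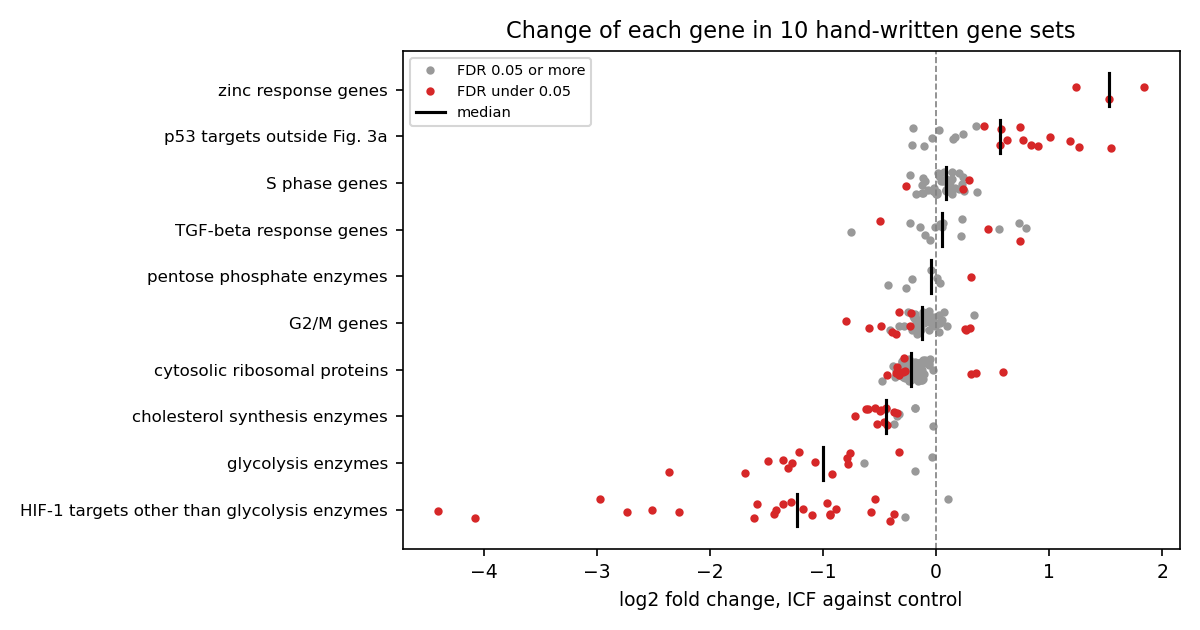
Log2 fold change between ICF and control (x axis) of each gene in 10 hand-written sets (y axis), where each point is a gene, red at an adjusted p under 0.05 and grey otherwise, and the black lines are medians. Targets of HIF-1 sit mostly to the left of 0, with a median of -1.23, and targets of p53 mostly to the right, with a median of 0.57.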

The upregulated genes were involved in the p53 signaling and FoxO signaling pathways, whereas the downregulated genes were involved in the HIF-1 signaling pathway (Table 2). 

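All 20 genes that the paper's heat map for the p53 signaling pathway shows were higher with ICF, with log2 fold changes from 0.28 to 1.66 and a median of 0.42. In edgeR's quasi-likelihood test, 14 of them passed the adjusted p threshold of 0.05. The other 6 had adjusted p-values from 0.063 to 0.099 in that edgeR test. With the replicate block, all 20 passed, and without it DESeq2 also gave 20. In 19 of the 20 genes, every ICF replicate was higher than every control replicate. The largest rise was that of Trp73, from 3.05 ± 0.86 (SD, n = 3) to 9.63 ± 2.03 CPM (SD, n = 3), with a standard error of 0.28 (adjusted p = 0.0041, edgeR). All 11 genes of the heat map for the cell cycle were also higher with ICF, with log2 fold changes from 0.18 to 0.78. Of these, Ccnd1, Mdm2, Cdkn1a and Stag1 passed the threshold. Cdc25a, Cdc6, Cdk6, Crebbp, Orc2, Tfdp1 and Tgfb1 did not, with adjusted p-values from 0.055 to 0.089. In each of the 11 genes, every ICF replicate was higher than every control replicate. With the replicate block all 11 passed, and with DESeq2 10 passed. Over the 6 tests that each left out 1 sample, 5 to 16 of the p53 pathway genes and 0 to 6 of the cell cycle genes passed.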

Twenty genes in the p53 signaling pathway (Fig. 3a) and 11 genes in cell cycle pathways (Fig. 3b) were differentially expressed with ICF treatment compared to the control. All 20 differentially expressed genes shown in Fig. 3a were distributed in the pathway map of the KEGG database for the p53 signaling pathway (map04115) (Fig. S2), indicating that ICF affected most arms of the p53 pathway, including cell cycle (G1 arrest), apoptosis, DNA repair/damage prevention and p53 negative feedback. Ccnd1, which forms a complex with Cdk6 to regulate G1/S transition, was present in the heat maps for both the p53 signaling pathway and cell cycle (Fig. 3a, b). 

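Ccnd1 encodes cyclin D1 and lies on chromosome 7 of GRCm38, on the reverse strand from 144929931 to 144939925. Its level was 106 ± 6.13 CPM (SD, n = 3) in the control and 133 ± 2.91 (SD, n = 3) with ICF. The log2 fold change was 0.33 (standard error 0.05, adjusted p = 0.016 from edgeR's quasi-likelihood test), and with the replicate block the adjusted p was 8.4e-06. Every ICF replicate was higher than every control replicate (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between 0.29 and 0.37, and the adjusted p passed the threshold in 3 of the 6 tests. Of the possible 75-base reads of the longest Ccnd1 transcript, 26.0% also match the overlapping gene LTO1 when either strand is counted.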

Cyclin G1 (Ccng1) is upregulated after DNA damage and functions as a negative feedback system that attenuates the activity of p53.^18^ Based on these results, we focused on Ccnd1, Cdk6, and Ccng1 to validate the mRNA expression of these genes using real-time quantitative polymerase chain reaction (PCR) (Fig. 3c–e). 

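Ccng1 lies on chromosome 11 of GRCm38 from 40748552 to 40755311. Its level in the RNA sequencing was 216 ± 34.6 CPM (SD, n = 3) in the control and 433 ± 71.4 (SD, n = 3) with ICF, a log2 fold change of 1.00 (standard error 0.18, adjusted p = 0.0043 from edgeR's quasi-likelihood test). With the replicate block the adjusted p was 6.9e-18. With each sample left out in turn, the log2 fold change stayed between 0.87 and 1.14, and all 6 tests passed the threshold. Cdk6, on chromosome 5 from 3341485 to 3531008, was expressed at a lower level, with 20.9 ± 3.00 CPM (SD, n = 3) in the control and 26.3 ± 0.70 (SD, n = 3) with ICF. Its log2 fold change was 0.33 (standard error 0.12), and its adjusted p of 0.089 from the same edgeR test did not pass the threshold. With the replicate block the adjusted p was 0.001. Left-out samples moved its log2 fold change between 0.27 and 0.45, and 1 of the 6 tests passed. For both genes every ICF replicate was higher than every control replicate (exact two-sided permutation test, p = 0.1). From the spread of the heat map genes over the KEGG map of p53 signaling, the paper reasons that ICF affected most arms of that pathway, and it chose the genes for real-time PCR because Ccnd1, which acts with Cdk6, was in both heat maps and Ccng1 attenuates p53.

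**Figure D2:**
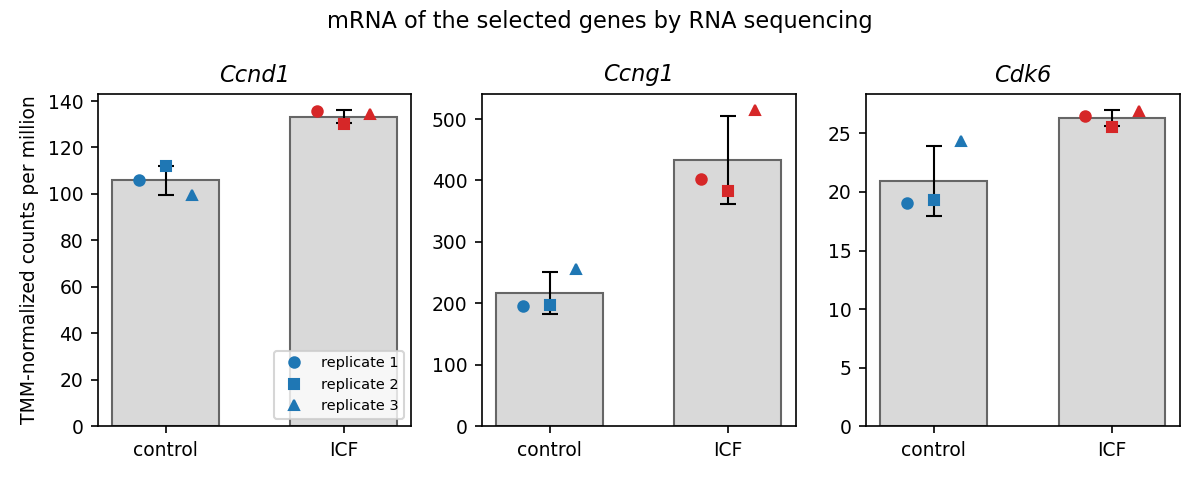
TMM-normalized CPM (y axis) of Ccnd1, Ccng1 and Cdk6 in the control and with ICF, where symbols are the 3 replicates, bars the mean and error bars the SD. In each panel the ICF replicates all lie above the control replicates.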

ICF induced *Ccnd1, Ccng1*, and *Cdk6* mRNA expression in iPSCs similarly to the results of the RNA sequencing analysis (Fig. 3c–e).

**Table 2:** Top 10 KEGG enriched pathways for upregulated and downregulated genes in ICF-treated mouse iPSCs

Items	ID	Name	Number of Genes	FDR
Upregulated pathway	mmu04115	p53 signaling pathway-Mus musculus (mouse)	22	2.95e-12
	mmu05206	MicroRNAs in cancer-Mus musculus (mouse)	19	6.04e-04
	mmu03460	Fanconi anemia pathway-Mus musculus (mouse)	8	9.7e-02
	mmu05218	Melanoma-Mus musculus (mouse)	9	1.69e-01
	mmu01524	Platinum drug resistance-Mus musculus (mouse)	9	2.3e-01
	mmu04110	Cell cycle-Mus musculus (mouse)	12	2.3e-01
	mmu03440	Homologous recombination-Mus musculus (mouse)	6	2.54e-10
	mmu04068	FoxO signaling pathway-Mus musculus (mouse)	12	3.18e-01
	mmu05215	Prostate cancer-Mus musculus (mouse)	9	3.34e-01
	mmu00514	Other types of O-glycan biosynthesis-Mus musculus (mouse)	4	3.34e-01
Downregulated pathway	mmu01230	Biosynthesis of amino acids -Mus musculus (mouse)	25	5.48e-11
	mmu01200	Carbon metabolism-Mus musculus (mouse)	30	6.42e-11
	mmu01100	Metabolic pathways-Mus musculus (mouse)	130	6.42e-11
	mmu00010	Glycolysis/gluconeogenesis-Mus musculus (mouse)	19	9.15e-08
	mmu00100	Steroid biosynthesis-Mus musculus (mouse)	10	8.04e-07
	mmu00030	Pentose phosphate pathway-Mus musculus (mouse)	11	2.74e-05
	mmu00500	Starch and sucrose metabolism-Mus musculus (mouse)	11	3.36e-05
	mmu04066	HIF-1 signaling pathway-Mus musculus (mouse)	20	5.81e-05
	mmu03010	Ribosome-Mus musculus (mouse)	22	2.56e-04
	mmu00520	Amino sugar and nucleotide sugar metabolism -Mus musculus (mouse)	12	2.81e-04

**Fig. 3:**
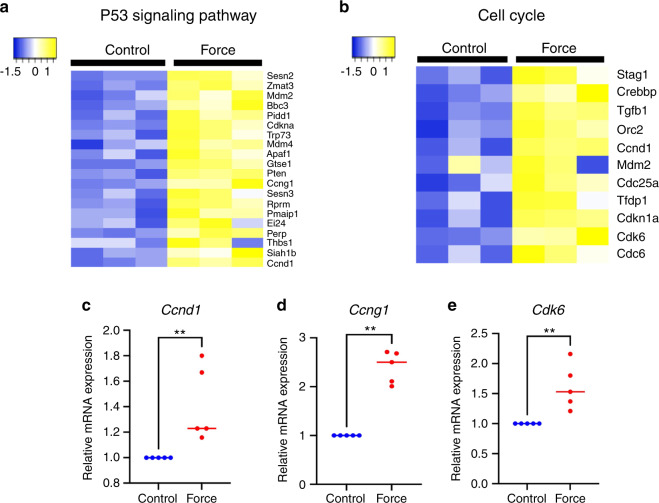
ICF regulates the P53 and cell cycle pathways in iPSCs. RNA sequencing analysis of iPSCs treated with ICF and control was performed using the Kyoto Encyclopedia. Heat map illustrates differentially expressed genes in the P53 signaling pathway and cell cycle pathways (**a**, **b**). Graph represents the mRNA expression of selected genes (*Ccnd1, Ccng1*, and *Cdk6*) from RNA sequencing results (**c**–**e**). Bars indicate significant difference between conditions (**P < 0.01)

To further confirm the biological function, cell cycle analysis using flow cytometry was performed after ICF treatment for 24 h in serum-free medium (condition 1). ICF treatment resulted in a reduction of the SubG0 population and increase in the S phase population (Fig. 4b, c). After ICF, cells were maintained for 48 h in normal growth medium (in the presence of serum) (condition 2) and used for the cell cycle analysis (Fig. 4a). The G0/G1 population was significantly decreased, whereas the S and G2/M populations were markedly increased after ICF stimulation compared with the control (Fig. 4e, f). The proliferative index was significantly increased in both conditions (Fig. 4d, g).

**Fig. 4:**
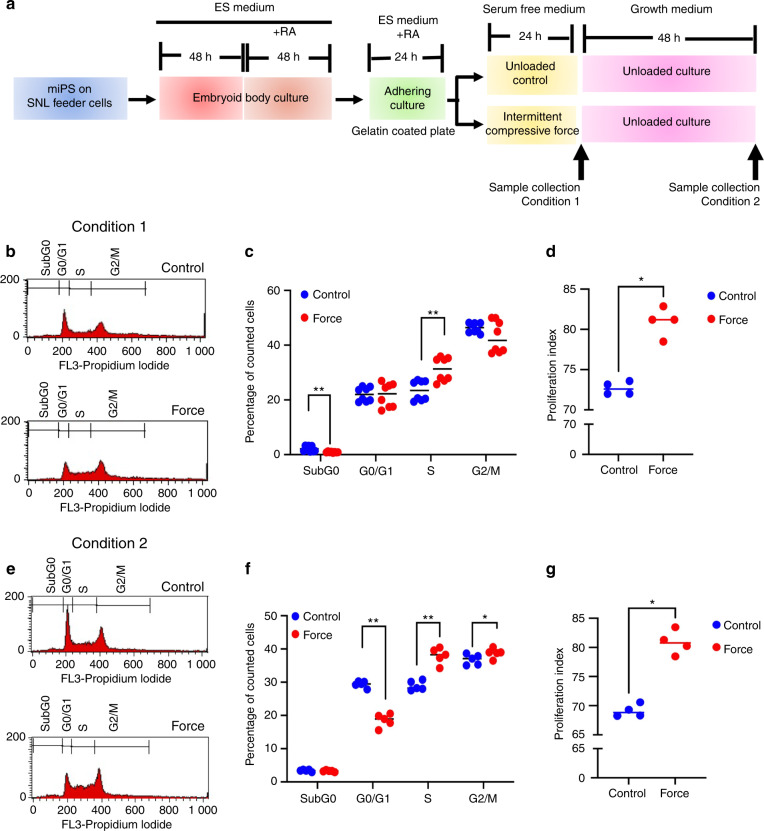
ICF promotes cell cycle progression. The experimental scheme is illustrated in (**a**). Cell cycle analysis of conditions: (1) iPSCs were treated with ICF for 24 h in serum-free medium (**b**, **c**), and (2) 24 h after loading, the cells were maintained in normal growth medium for 48 h (**e**, **f**). The proliferative index in conditions 1 and 2 is shown in (**d**, **g**). Bars indicate a significant difference between conditions (*P < 0.05. **P < 0.01)

The reduction of the SubG0 population with ICF treatment implied a reduction of cell apoptosis. To confirm the reduction of apoptosis, the cells were fluorescently stained with annexin V and propidium iodide (PI) to identify cells in early and late apoptosis. Flow cytometry showed that ICF significantly attenuated the number of early apoptotic cells but did not affect the number of late apoptotic cells (Fig. 5a, b).

**Fig. 5:**
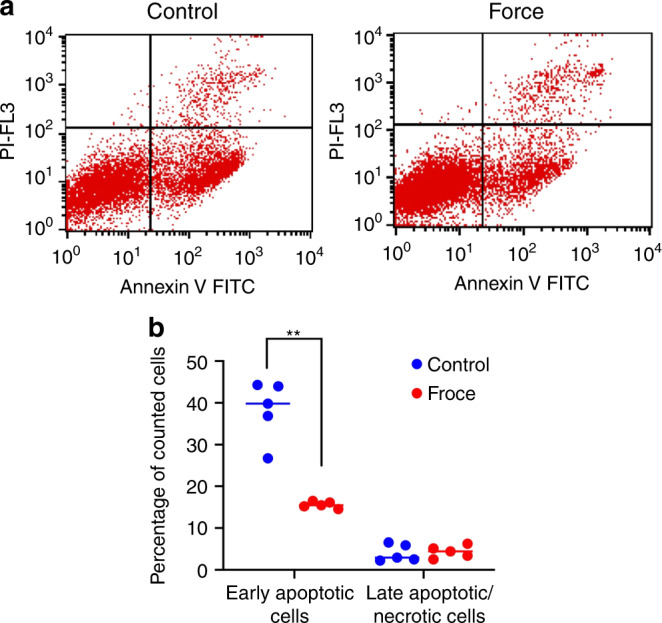
ICF reduces the number of early apoptotic cells. iPSCs were treated with ICF for 24 h in serum-free medium. Cells were stained with Annexin V and propidium iodide (PI). The percentage of early and late apoptotic cells is shown in (**a**, **b**). Bars indicate a significant difference between conditions (**P < 0.01)

### ICF modulated the expression of cell cycle-related genes via TGF-β signaling

TGF-β signaling is well known to be stimulated in stem cells by mechanical stresses.^10,19^ Because Tgfb1 was identified as a cell cycle gene differentially expressed by ICF stimulation (Fig. 3b line 3), we focused on TGF-β signaling as a possible mechanism underlying modulation of cell cycle-related gene expression by ICF. 

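In the RNA sequencing, Tgfb1 had the lowest mean count of the genes in the heat map of Fig. 3b. It lies on chromosome 7 of GRCm38 from 25687002 to 25705077, and its level was 6.87 ± 0.71 CPM (SD, n = 3) in the control and 9.45 ± 0.67 (SD, n = 3) with ICF. The log2 fold change was 0.46 (standard error 0.10), with an adjusted p of 0.055 from edgeR's quasi-likelihood test, above the threshold. The adjusted p was 0.0016 with the replicate block and 0.03 with DESeq2. Every ICF replicate was higher than every control replicate (exact two-sided permutation test, p = 0.1). With each sample left out in turn, the log2 fold change stayed between 0.40 and 0.55, and 1 of the 6 tests passed. Among 17 genes known to respond to TGF-β, 2 were upregulated and 1 downregulated (adjusted p = 0.29 for upregulation, Fisher's exact test), with a median log2 fold change of 0.05. The set passed the threshold for upregulation with the replicate block (adjusted p = 0.018, Fisher's exact test). In the same test it also passed with a looser filter on low counts (0.028), but not with DESeq2 and the block (0.16). The block with offsets for GC content and gene length gave 0.064, also above the threshold.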

Real-time quantitative PCR analysis revealed that ICF stimulation significantly upregulated *Tgfb1* mRNA expression after 24 h (Fig. 6a). The significant Tgfb1 protein expression at 24 h was also confirmed by enzyme-linked immunosorbent assay (ELISA) and immunofluorescence staining (Fig. 6b, c). To investigate the involvement of TGF-β signaling in the modulation of the cell cycle by ICF, iPSCs were pretreated with 4 μmol·L^−^^1^ SB431542, an inhibitor of the TGF-β receptor, for 30 min prior to ICF application (the experimental scheme is illustrated in Fig. 6d). SB431542 attenuated the effect of ICF on *Ccnd1* and *Cdk6* mRNA expression (Fig. 6e, f). In contrast, *Ccng1* mRNA expression levels were not significantly changed with SB431542 pretreatment (Fig. 6g). Corresponding with the mRNA results, SB431542 pretreatment decreased force-induced Ccnd1 protein expression (Fig. 6h).

**Fig. 6:**
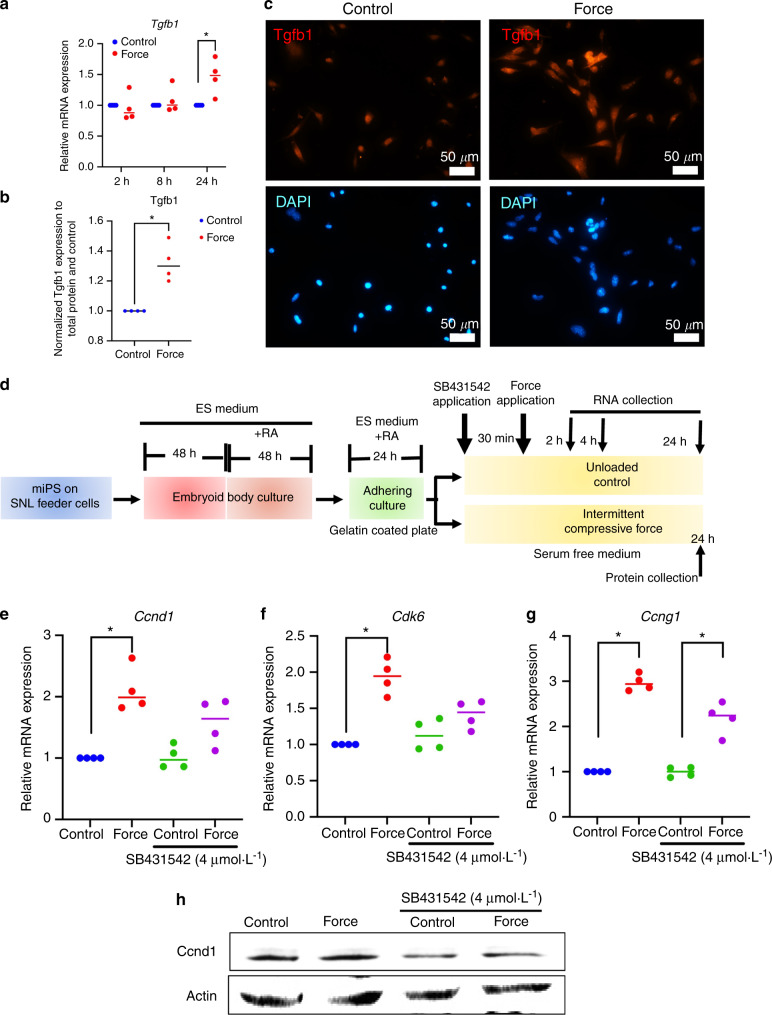
ICF regulated cell cycle-related gene expression via the TGF-β signaling pathway. iPSCs were treated with ICF in serum-free medium. *Tgfb1* mRNA expression was investigated using real-time PCR at 2, 8, and 24 h (**a**) and Tgfb1 protein expression was determined by ELISA (**b**) and immunofluorescence staining (**c**) at 24 h. DAPI was used for nuclear staining. Scale bars: 50 μm. In the TGF-β inhibition experiment, cells were treated with SB431542 (4 μmol·L^−1^) for 30 min prior to exposure to the force. The experimental scheme is illustrated in (**d**). The mRNA of *Ccnd1, Ccng1*, and *Cdk6* is shown in (**e**–**g**). The protein expression of Ccnd1 was examined using western blot analysis (**h**). Bars indicate a significant difference between conditions (*P < 0.05, **P < 0.01)

## Discussion

The present study investigated the effect of ICF on the gene expression profile of iPSCs in a 3D construct form. Gene ontology analyses demonstrated ICF-induced differential expression of genes mainly associated with metabolic process, biological function, and response to stimulus as biological process categories; membrane and nucleus as cellular component categories; and protein binding, ion binding, and nucleic acid binding as molecular function categories. These results suggest that iPSCs indeed sensed mechanical stimulation by ICF to regulate a variety of molecular mechanisms that resulted in several biological effects, such as metabolic control of the cell cycle. The cellular response to ICF seems to depend on stem cell type because our previous study using the same ICF assay on PDLCs showed significant differences in differentially regulated genes mainly associated with calcium signaling, focal adhesion, and TGF-β pathways.^10,14^ Although the specificity of the gene expression profile induced by ICF was not determined in this study, the type of compressive force should have a specific influence on the gene expression profile because a previous report showed that static compressive force and ICF differentially regulated gene expression in PDLCs.^10^ Not only mRNA but also miRNA and long non-coding RNA are also regulated by mechanical force. Application of tensile force to PDLCs regulates the expression of many miRNAs, and the pathways enriched in tensile force-treated cells include many signaling pathways including MAPK, Rap1, and Hippo.^20^ Static compressive force treatment of PDLCs results in a change in long non-coding RNA expression in many gene ontologies including extracellular matrix (ECM) organization, collagen fibril organization, and cellular response to hypoxia.^21^ Hence, it is important to investigate the effect of specific mechanical treatment conditions on specific cell types using multiple omics analyses.

In this study, the network topology-based analysis for the protein-protein interaction network demonstrated that ICF induced genes in cell cycle categories in iPSCs, whereas genes involved in metabolic processes were downregulated. Correspondingly, a systematic review of gene expression in PDLCs previously illustrated that static compressive force regulated numerous enriched pathways including ECM organization, canonical glycolysis, glycolytic process, cell adhesion, cell-matrix adhesion, integrin-mediated signaling, and cell adhesion mediated by integrin in two-dimensional (2D) culture.^22^ In contrast, compressive loading in 3D-cultured PDLCs was shown to regulate pathways related to cell cycle, cell division, cell proliferation, and mitotic process-related pathways.^22^ In the present study, ICF was applied to iPSCs in 3D form and found to mainly induce genes for the cell cycle. This implies that 3D cell constructs might be susceptible to cell cycle induction by compressive forces, which may have implications for manipulating iPSCs for in vitro organoid formation.

The role of mechanical stimulation in cell growth is still controversial. Application of high pressure to Wharton jelly-derived MSCs under hypoxic conditions has been shown to promote cell proliferation.^23^ The magnitude of the pressure also influenced this effect, as a pressure of 2.0 PSI induced more cell proliferation than 2.5 PSI.^23^ In human embryonic lung fibroblasts, the effect of mechanical stretch on cell proliferation was shown to be magnitude-specific.^24^ Specifically, 5% and 10% stretching resulted in an increase in the proliferation index, whereas a higher magnitude of stretching (15% and 20% elongation) led to reduced proliferation.^24^ Static compressive force was shown to increase the proliferation index in human gingival fibroblasts and this effect was attenuated by inhibition of the TGF-β receptor.^25^ On the contrary, the static compressive force of 2 g·cm^−1^ decreased PDLC viability and proliferation.^26^ Specifically, the number of trypan blue-positive cells increased over time upon static compressive force treatment.^26^ Another study employing the same force type and magnitude for PDLCs reported that static compressive force reduced cell proliferation and the Ki67-positive cell population.^27^ This phenomenon occurred via regulation of *MIR31HG*.^27^

The present study found that ICF treatment for 24 h in the serum-free medium led to a significant increase in the proliferation index. In addition, cells pretreated with ICF for 24 h and subsequently maintained in a normal growth medium showed a significant increase in proliferation index. These results indicate that ICF promotes the growth of iPSCs, which is consistent with the gene expression profile analysis. In addition, we observed that ICF increased the percentage of cells in S phase. This is consistent with previous studies showing that uniaxial compressive stress increased the percentage of cells in the S and G2/M phases over time in human dental pulp cells.^28^ Cyclic tensile strain has also been shown to increase the G2/M and S phase populations in rat growth plate chondrocytes, and this stimulatory effect was attenuated when cells were treated with YAP and ERK inhibitors.^29^ It has also been shown that nuclear envelope flattening by compressive force promotes the transition from G1 to S phase in HeLa cells.^30^

However, there are also reports indicating negative effects of mechanical force on cell cycle progression. For example, laminar shear stress was shown to reduce [3H]thymidine incorporation over time.^31^ This reduction corresponded with an increase in the G0/G1 population, indicating that laminar shear stress-induced cell cycle arrest in rat bone marrow-derived MSCs.^31^ Similarly, in smooth muscle cells, cyclic stretching led to accumulation of cells in the G0/G1 phase, which was associated with reduced retinoblastoma protein phosphorylation and increased p21 levels.^32^ Correspondingly, the expression of the cell cycle markers MCM2, cyclin A, PCNA, and cyclin D decreased with static compressive force treatment.^26^ Many factors can explain the discrepant findings regarding the effects of mechanical force on cell cycle progression, for example, different cell types, force parameters, and culture conditions. Nonetheless, a generalized understanding of the effects would facilitate the control of cell-cell interactions for engineered cell manipulation.

In the present study, ICF attenuated the Sub G0 population, corresponding with a significant decrease in the percentage of cells in the early apoptotic phase (annexin V^+^/PI^**−**^ cells). Similarly, static force application in a previous study increased the annexin V^+^/7AAD^**−**^ and annexin V^+^/7AAD^+^ cell populations in human PDLCs over time.^26^ Laminar shear stress reduces the proportion of early apoptotic cells and induced *Bcl-2* in rat bone marrow-derived MSCs, with a greater effect observed for higher magnitudes of stress.^31^ Hydrostatic compressive force decreases caspase-3 expression in fibrochondrocytes, leading to inhibition of cell apoptosis.^33^ This effect involves signal transduction from integrin α5 and β1 receptors.^33^ Similarly, hydrostatic compressive force reduced chondrocyte apoptosis, with a greater effect observed for higher magnitudes of stress, and this effect occurred through the integrin-FAK-ERK/PI3K pathway.^34^ Our data, together with these reports, appear to contradict the general idea that exposure to cellular stress stimulates p53 to induce apoptosis.^35^ This discrepancy may be explained by the fact that cellular responses through the p53 pathway are influenced by several factors, including the type of stress and cells as well as the activity of p53 co-activators.^35^ It is known that Ccng1 expression, which can be regulated by p53 in response to DNA damage^36^, functions together with murine double minute 2 (Mdm2) to decrease p53 activity in a negative feedback loop.^18^ In contrast, without Ccng1, Mdm2 inhibits p53 activity by ubiquitinating p53 through the E3 ligase activity, blocking p53 from binding to its target transcription sites and exporting p53 from the nucleus.^37^ In the present study, both Ccng1 and Mdm2 were differentially expressed in iPSCs in response to ICF (Fig. 3a), and this was reflected in the “p53 negative feedback” pathway identified in the KEGG database (Fig. S2). 

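Mdm2 encodes a ubiquitin ligase that acts on p53 and lies on chromosome 10 of GRCm38 from 117688875 to 117710758. In the RNA sequencing its level was 124 ± 19.2 CPM (SD, n = 3) in the control and 212.3 ± 54.0 (SD, n = 3) with ICF. The log2 fold change was 0.78 (standard error 0.24, adjusted p = 0.03 from edgeR's quasi-likelihood test), and the adjusted p was 3.8e-13 with the replicate block. Every ICF replicate was higher than every control replicate (exact two-sided permutation test, p = 0.1). With each sample left out in turn, the log2 fold change stayed between 0.56 and 0.91, and 3 of the 6 tests passed the threshold.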

We speculate that the iPSCs upregulated Ccng1 and Mdm2 in response to ICF, that might, in turn, activate the p53 negative feedback pathway to reduce apoptosis. The mechanism of how ICF reduces iPSC apoptosis should be further investigated in detail.

TGF-β signaling has been shown to participate in the regulation of cell behavior by mechanical force. Our previous studies showed that ICF increased sclerostin and periostin expression via the TGF-β pathway in human PDLCs to maintain periodontal tissue homeostasis and regeneration.^38^ In addition, pretreatment of PDLCs with ICF promoted osteogenic differentiation via TGF-β signaling.^10^ Mechanical force generated by shaking culture-induced chondrogenic differentiation via TGF-β and Wnt signaling in 3D iPSC constructs.^19^ Tensile force upregulated scleraxis, inhibiting ossification in PDLCs through TGF-β-ephrin A2 signaling.^39^ In human gingival fibroblasts, compressive force increased cell proliferation, ECM synthesis and TGF-β expression, and a TGF-β inhibitor attenuated these effects.^25^ In this study, ICF significantly induced mRNA and protein expression of Tgfb1 in iPSCs. Pretreatment with a TGF-β inhibitor (SB431542) prior to force application attenuated ICF-induced Ccnd1 and *Cdk6* expression. Correspondingly, knockdown of latent TGF-β binding protein 1 decreased expression of cyclinD1, CDK4 and Ki-67, and inhibited cell cycle progression in natural killer/T cell lymphoma cells, suggesting a role for TGF-β signaling in cell proliferation and cell cycle progression.^40^ Conversely, a study in human endometrial cancer cells showed that withaferin A, an antiproliferative drug used in cancer treatment, suppressed proliferation, cell cycle, migration, and invasion and decreased TGF-β-related protein expression, implying that TGF-β signaling is involved in the inhibition of proliferation.^41^ In this study, the KEGG database indicated that Tgfb1 was differentially regulated in relation to the cell cycle in response to ICF (Fig. 3b). To our best knowledge, this is the first study to demonstrate the role of TGF-β signaling in enhancing cellular proliferation and decreasing apoptosis in iPSCs in response to ICF, which could contribute to a protocol to manipulate iPSCs for organoid fabrication.

## Conclusion

ICF promoted iPSC proliferation and cell cycle and suppressed apoptosis. TGF-β signaling may be involved in ICF-induced cell cycle progression in iPSCs.

## Materials and methods

### iPSC culture and preparation

Mouse gingival fibroblast-derived iPSCs^42^ were cultured as described in previous reports.^43,44^ Briefly, cells were seeded on SNL feeder cells in ESC culture medium. The medium was Dulbecco’s modified Eagle medium (Gibco, Grand Island, NY, USA) containing 15% fetal bovine serum (Gibco), 2 mol·L^−1^ L-glutamine (GlutaMAX-1, Gibco), 100 units per mL penicillin, 100 μg·mL^−1^ streptomycin (EmbryoMax, Millipore, Temecula, CA, USA), 0.1 mmol·L^−1^ non-essential amino acid (Sigma-Aldrich, St. Louis, MO, USA), and 0.1 mmol·L^−1^ 2-mercaptoethanol (Gibco).

For embryoid body formation, iPSCs were selectively trypsinized to remove SNL feeder cells and seeded on Corning Elplasia 24-well round-bottom plates, which contain hundreds of ultra-low attachment surface microwell spots per well (Corning, Oneonta, NY, USA), to fabricate embryoid bodies with equivalent size.^45^ Then, iPSCs were maintained for 2 days in ESC culture medium. Subsequently, the embryoid bodies were maintained in ESC culture medium supplemented with 1 μmol·L^−^^1^ all-trans retinoic acid (Sigma-Aldrich) for 2 days to guide differentiation into immature mesenchymal cells.^17^ iPSC embryoid bodies were then transferred to 0.1% gelatin-coated tissue culture plates at 250 000 cells per cm^2^ and maintained for 1 day in the same medium before mechanical force stimulation. A schematic diagram for the cell culture is shown in Fig. 1a.

### ICF treatment

ICF was applied using a computer-controlled apparatus.^10^ Retinoic acid-treated iPSCs were seeded on 0.1% gelatin-coated 6-well tissue culture plates (Corning) for 1 day. Subsequently, ICF was applied with 1.5 g·cm^−2^ force and 0.23 Hz frequency for 24 h in SFM.^10^

### RNA sequencing

After mechanical stimulation for 24 h, total cellular RNA was extracted using Ribospin II (GeneAll, Seoul, South Korea). Three independent experiments were performed. RNA quality and quantity were first screened using Nanodrop and further assessed using an Agilent 2100 BioAnalyzer (Agilent Technologies, CA, USA) as well as a Qubit RNA HS assay kit (ThermoFisher Scientific, MA, USA). The library was prepared using a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, MA, USA) to obtain a strand-specific mRNA library. Single-ended sequencing was performed using an Illumina Nextseq platform with 75 cycles. Read quality was checked and low-quality reads were filtered using FastQC and Trimmomaic, respectively.^46^ Processed reads were mapped to a reference genome, G, and sorted by creating a sorted bam file using HISAT2 and Samtools.^47,48^ Gene transcripts of each sample were counted using HTSeq.^49^ Differential gene expression was examined using DEseq2.^50^ A significant difference was established when the false discovery rate was less than 0.05. Raw sequencing and read count data were deposited in the NCBI Sequence Read Archive (SRP158658) and NCBI Gene Expression Omnibus (GSE118952). Gene ontology and enriched pathways were analyzed using WebGestalt and Reactome.^51,52^ The KEGG database was also employed as a reference.^53^ Heatmap was generated using Heatmapper.^54^

### Real-time quantitative PCR

One microgram of the total cellular RNA was converted to complimentary DNA using a reverse transcription kit (ImProm-II, Promega, Madison, WI, USA). Subsequently, the complimentary DNA was further analyzed via polymerase chain reaction using a SYBR Green detection system (FastStart Essential DNA Green Master kit, Roche Diagnostics, Mannheim, Germany) on a LightCycler 96 real-time PCR system (Roche Diagnostics). The amplification profile was 40 cycles of denaturation at 95 °C, annealing at 60 °C, and extension at 72 °C for 20 s of each step. *Gapdh* was used as the reference gene. Primer sequences are shown in Table S1.

### MTT assay

Cells were exposed to ICF for 24 h. The culture medium was replaced with MTT solution (0.5 mg·mL^−1^) and incubated for 30 min. The precipitated formazan crystals were dissolved in DMSO/glycine buffer and the absorbance was determined at 570 nm using a microplate reader (Elx800, BIO-TEK, Winooski, VT, USA).

### Cell cycle analysis

After ICF treatment, the cells were fixed in cold 70% ethanol for 15 min and washed with cold PBS. A cell suspension was obtained in FACS buffer. RNase treatment was performed at room temperature for 30 min. Further, cells were stained with PI solution (Sigma-Aldrich) for 30 min at room temperature in the dark. The stained cells were evaluated using a FACSCalibur (BD Bioscience, San Jose, CA, USA). The proliferation index was calculated as follows; Proliferation index (%) = [(S + G2/M)/(G0/G1 + S + G2/M)] × 100%.

### Apoptosis assay

Cells were trypsinized and collected. The cell pellet was re-suspended in annexin-binding buffer (BioLegend, San Diego, CA, USA) and subsequently stained with annexin V-FITC (BioLegend) and PI for 10 min in the dark. The stained cells were examined using a FACSCalibur system.

### Immunofluorescence staining

Samples were fixed in 4% buffered formalin (Sigma-Aldrich) for 10 min at room temperature. The samples were then incubated with 0.1% Triton-X100 (USB corporation, Cleveland, OH, USA) for 5 min and subsequently immersed in 2% horse serum (Hyclone, South Logan, UT, USA) for 30 min at room temperature. The samples were stained with anti-Tgfb1 antibody (Abcam, Cambridge, UK) overnight at 4 °C. A biotinylated goat-anti rabbit antibody (Santa Cruz Biotechnology, Dallas, TX, USA) was used as a secondary antibody. Fluorescence labeling was performed with Streptavidin, Rhodamine Red-X conjugate (Invitrogen, MD, USA). Nuclei were stained with 4’, 6-diamidino-2-phenylindole (DAPI: Tocris Bioscience, Bristol, UK). The samples were then observed under an Apotome.2 (Carl Zeiss, Jena, Germany) fluorescence microscope.

### ELISA

Total protein was extracted from the cell lysate using RIPA buffer. Tgfb1 levels were examined using a human TGF-β1 immunoassay kit (DB100B, R&D Systems) according to the manufacturer’s instructions. The optical density was measured at 450 nm. Tgfb1 protein levels were calculated using a standard curve and further normalized to total protein and the control condition.

### Western blot analysis

Cellular proteins were extracted using RIPA buffer with a protease inhibitor cocktail (Sigma-Aldrich). The samples were electrophoresed on a 12% sodium dodecyl sulfate-polyacrylamide gel and further transferred onto nitrocellulose membranes. The membranes were incubated with primary antibody (rabbit anti-Ccnd1, Cell Signaling Technology; or anti-actin, Sigma-Aldrich) overnight. The secondary antibody was goat anti-rabbit antibody (sc-2040, Santa Cruz Biotechnology). The membranes were incubated with peroxidase-labeled streptavidin and the signal was examined using chemiluminescence (SuperSignal West Femto Maximum Sensitivity Substrate, ThermoFisher Scientific).

### Statistical analyses

Graphical illustration and statistical analyses were performed using Prism 8 (GraphPad Software, CA, USA). Data are shown in scatter plots and the line represents median values. Each dot represents an individual value. All experiments were performed in at least quadruplicate. Statistical analyses were performed using the Mann Whitney U test for two-group comparisons and the Kruskal Wallis test followed by pairwise comparisons for more than two-group comparisons. Significance was defined when *P* < 0.05.

## Supplementary information

Supporting Information

Supplementary Figure 1

Supplementary Figure 2

# Supplementary material for: Intermittent compressive force induces cell cycling and reduces apoptosis in embryoid bodies of mouse induced pluripotent stem cells
**Source:** Int J Oral Sci. 2022 Jan 4;14:1. doi: 10.1038/s41368-021-00151-3
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information**

**Intermittent compressive force induces cell cycling and reduces apoptosis in embryoid bodies of mouse induced pluripotent stem cells**

Jeeranan Manokawinchoke ^1,2^, Phoonsuk Limraksasin^1,2^, Hiroko Okawa^1^, Prasit Pavasant ^2^,

Hiroshi Egusa ^1,3,*^, Thanaphum Osathanon ^2,*^

**Running title:** Effects of intermittent compressive force on iPSCs

**Authors contact official email:**

Jeeranan Manokawinchoke: 

Phoonsuk Limraksasin: 

Hiroko Okawa: 

Prasit Pavasant: 

Hiroshi Egusa: 

Thanaphum Osathanon: 

**Co-corresponding authors**

Hiroshi Egusa, DDS, PhD

Director, Center for Advanced Stem Cell and Regenerative Research

Professor and Chair, Division of Molecular and Regenerative Prosthodontics,

Tohoku University Graduate School of Dentistry

Thanaphum Osathanon, DDS, PhD

Professor, Dental Stem Cell Biology Research Unit, Faculty of Dentistry,

Chulalongkorn University,

**
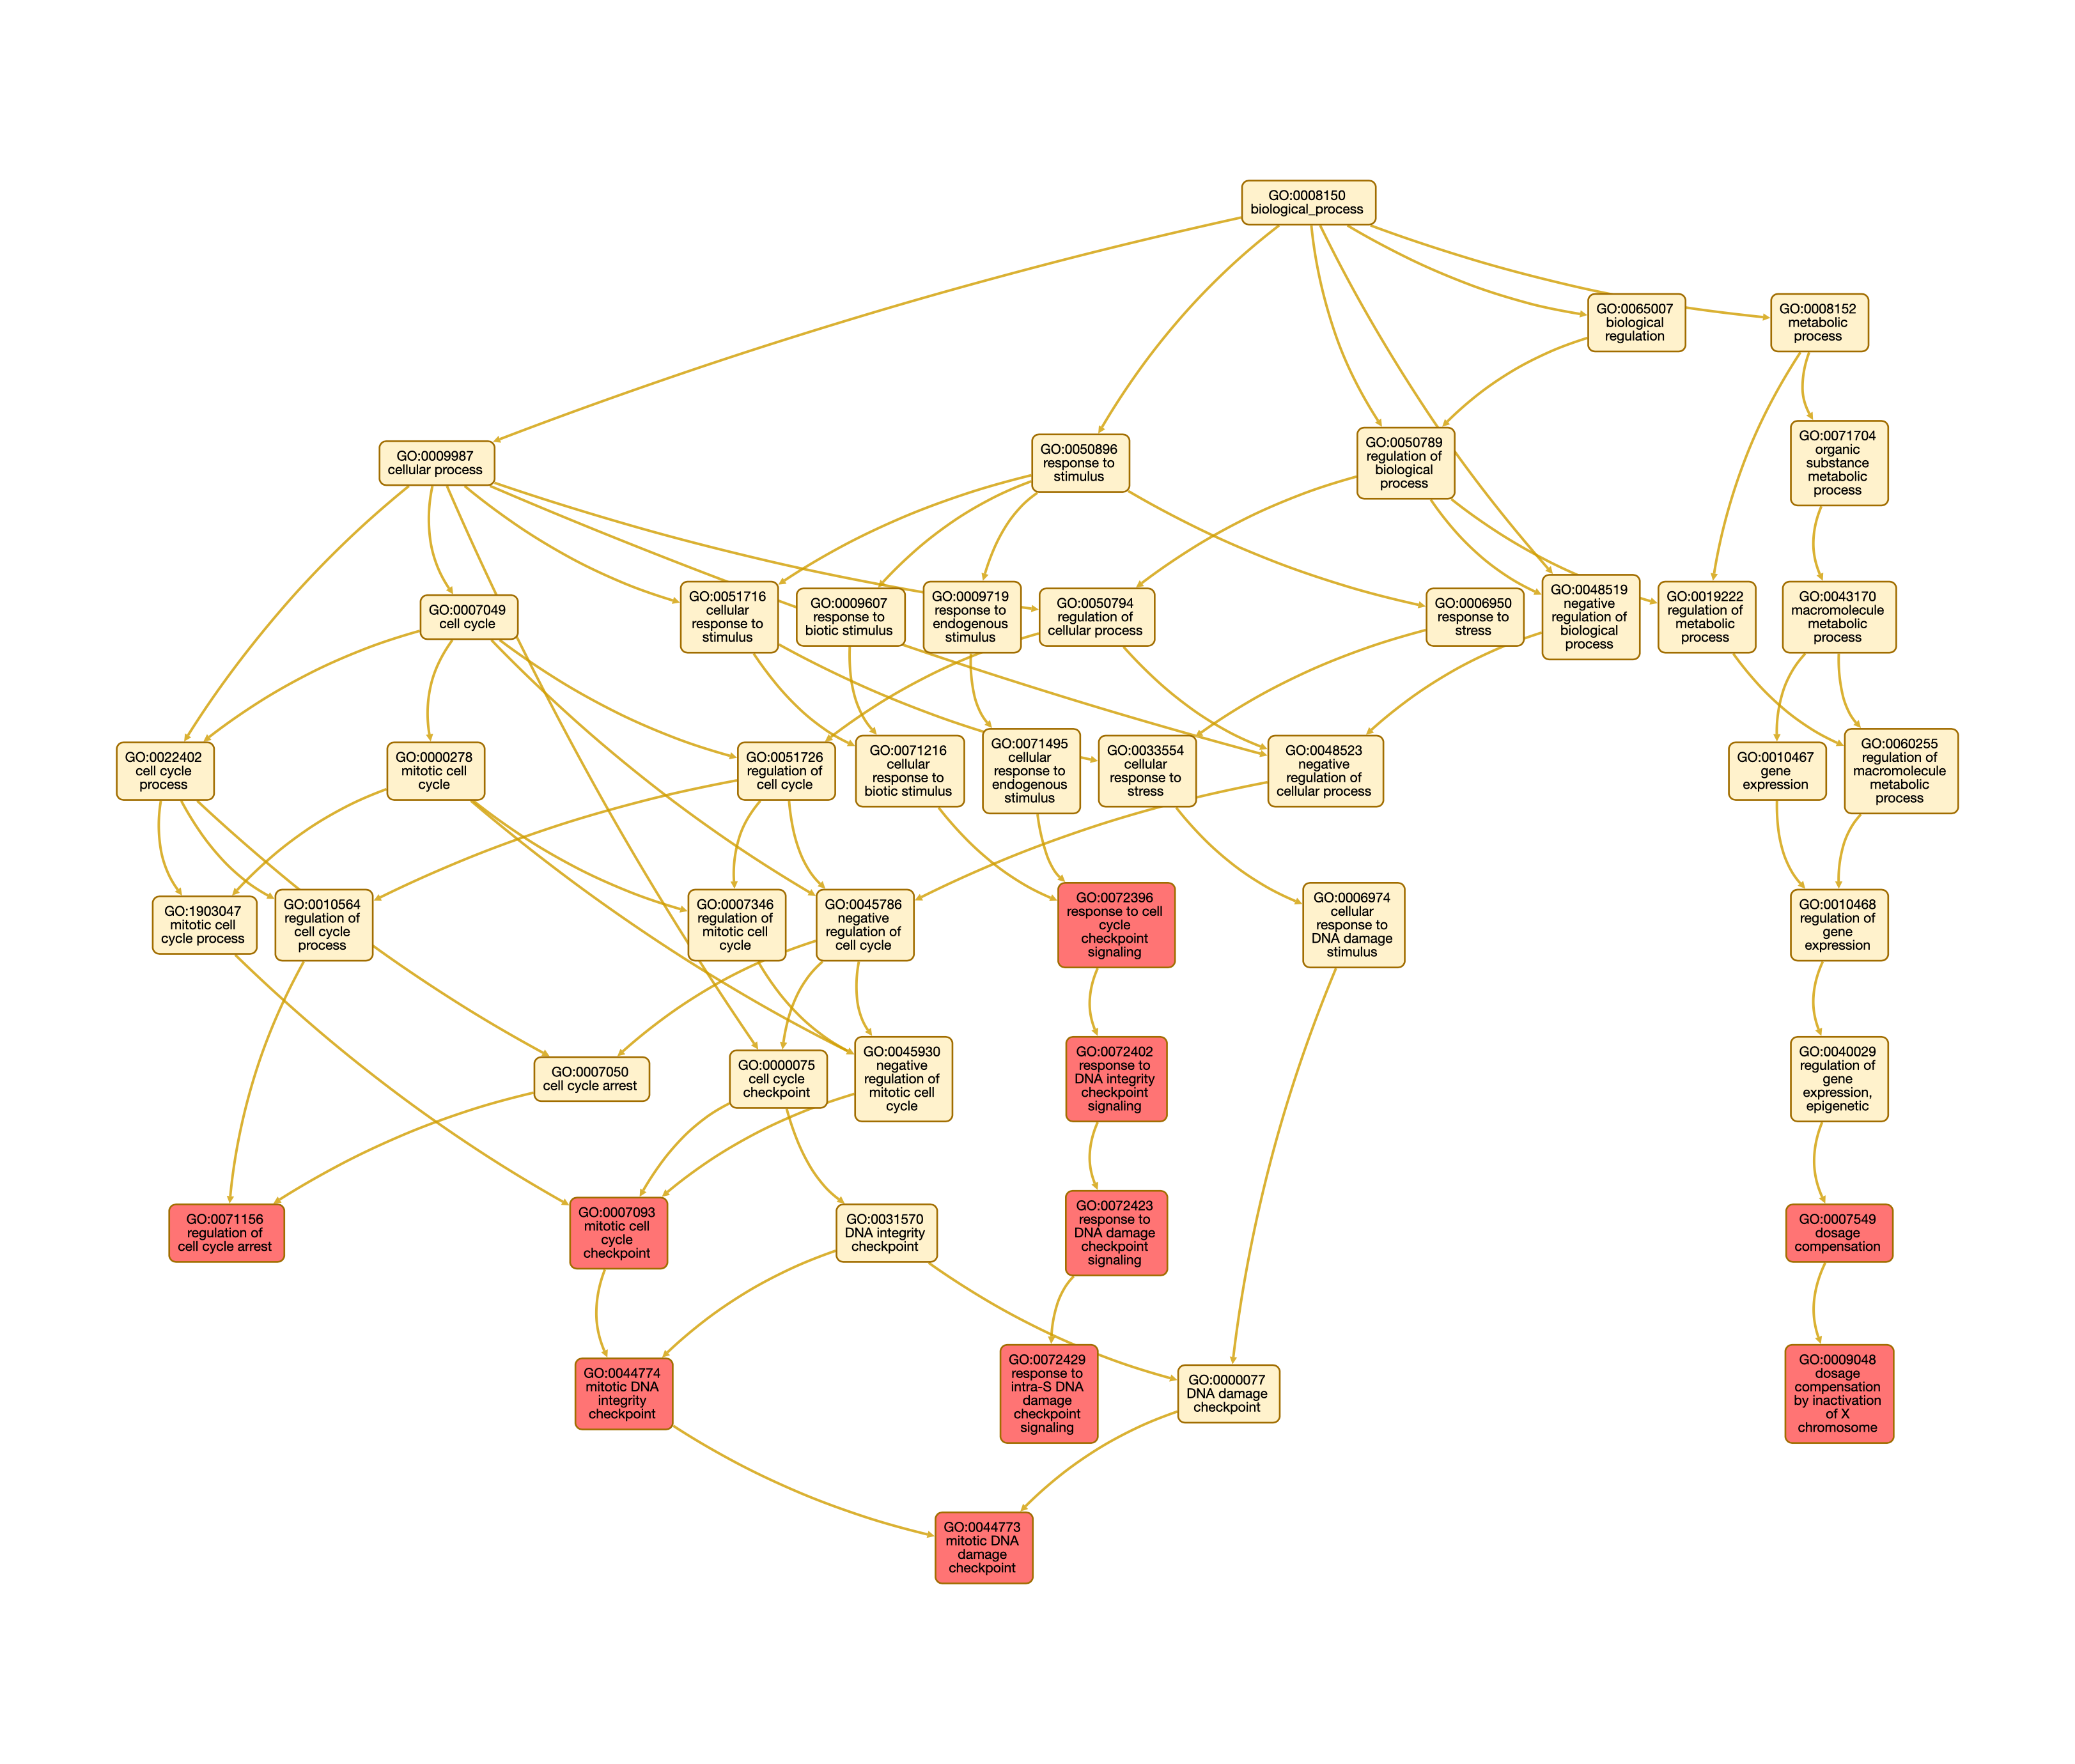
**

a

**
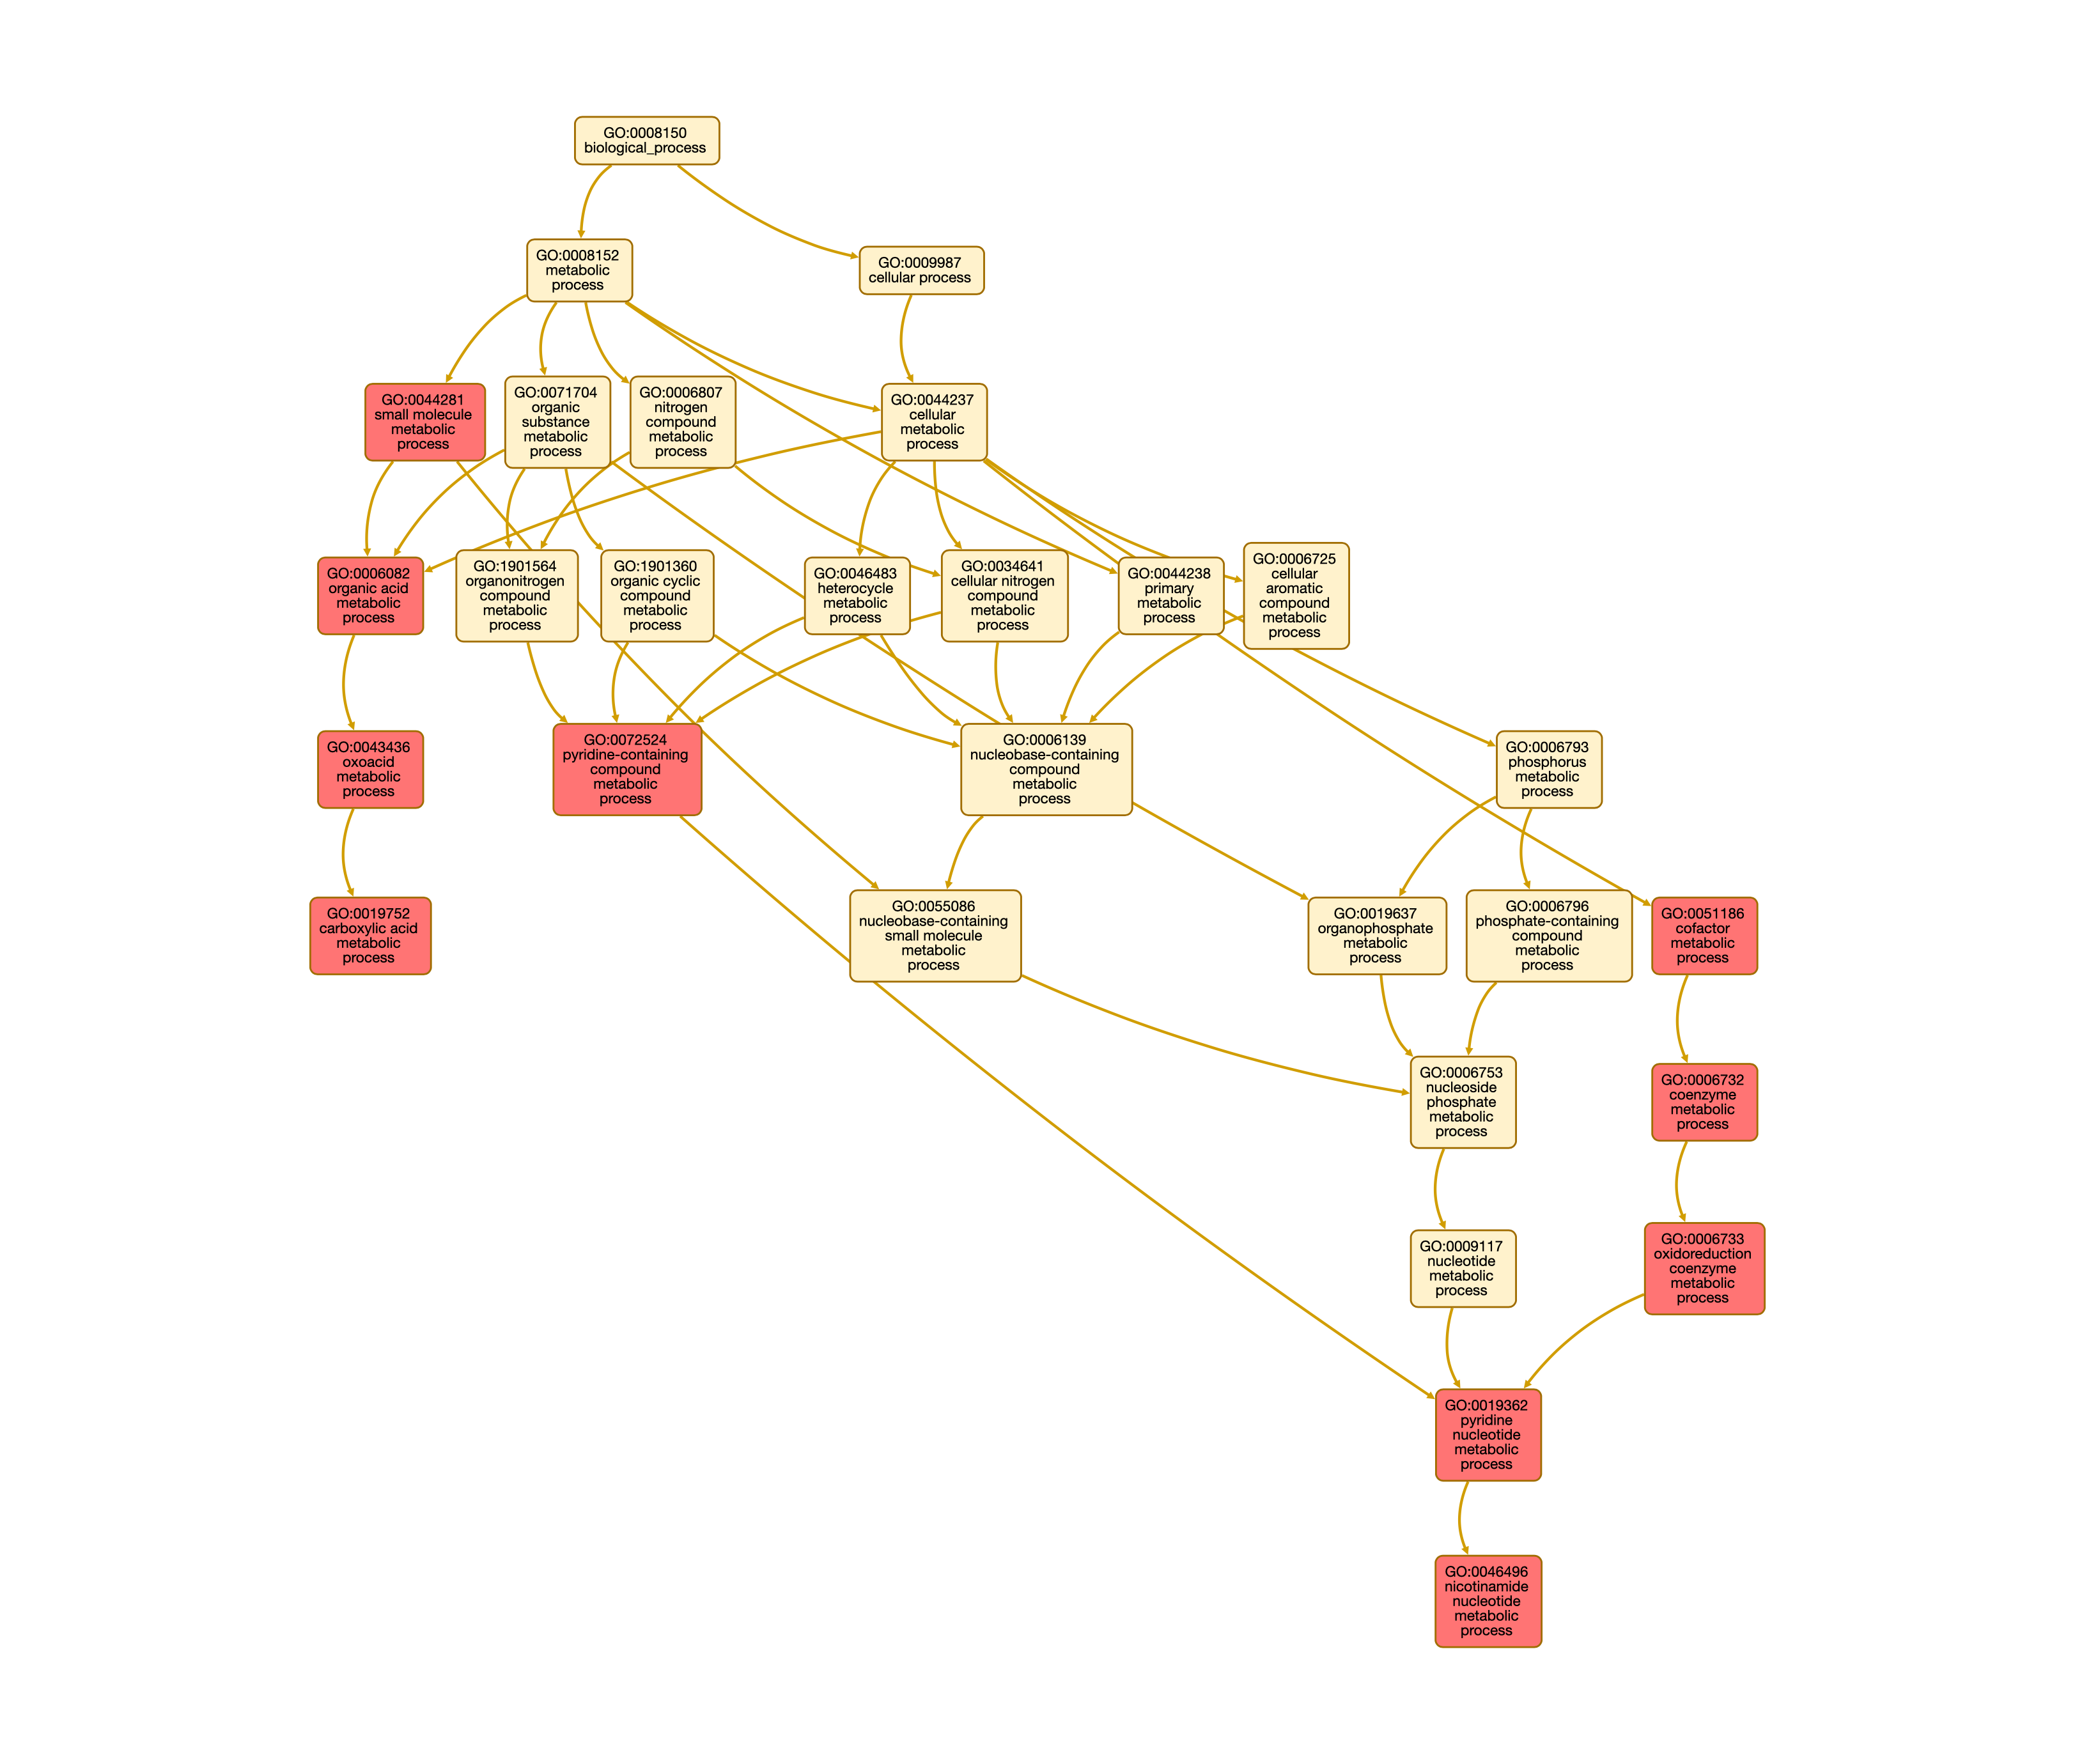
**

b

**Figure S1** Top 10 enriched gene ontology categories for up- and downregulated genes in ICF-treated iPSCs. A network topology-based analysis according to protein-protein interaction network BIOGRID functional database was performed. The top 10 enriched gene ontology categories for (a) up- and (b) downregulated genes are shown.

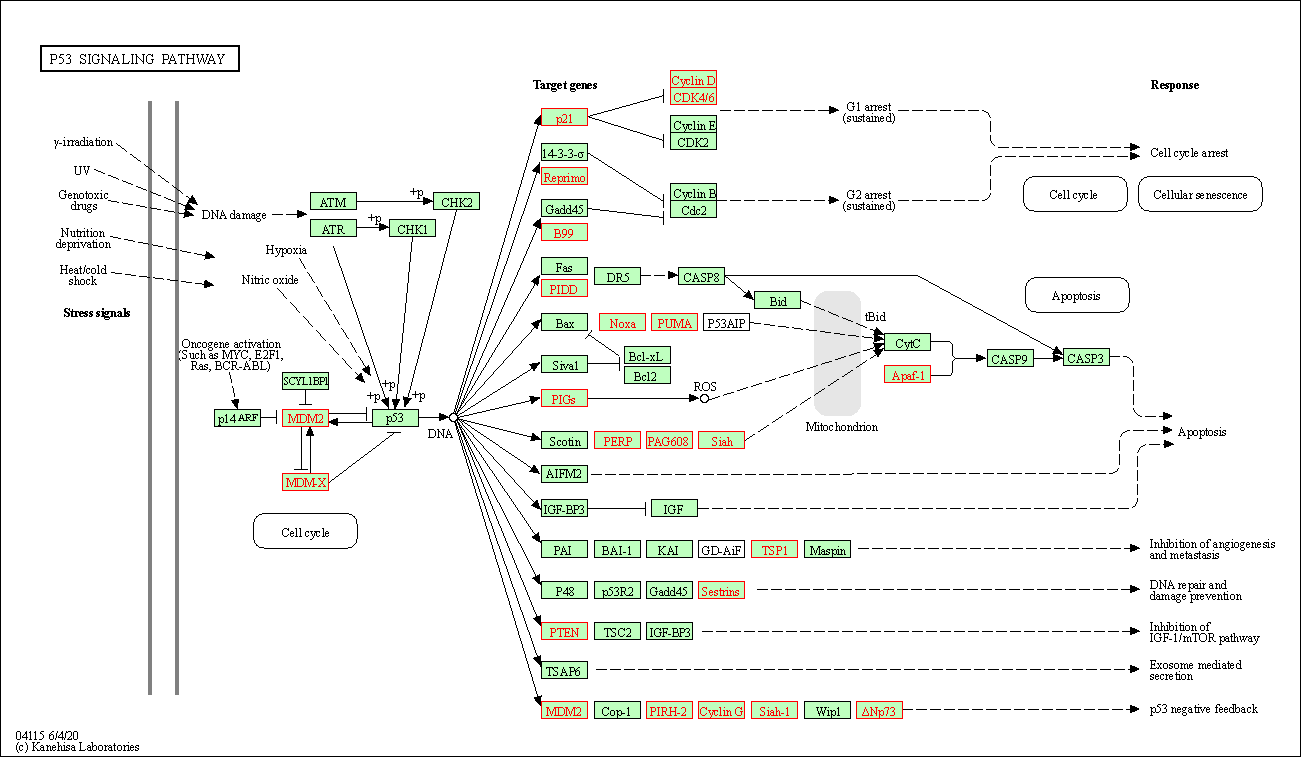

**Figure S2** KEGG diagram of differentially expressed genes in P53 signaling.

**Table S1.** Oligonucleotide sequences used in this study.

| **Gene** |  | **Primer sequences (F=forward, R=Reverse)** | **Accession number** | **Size (bp)** |
| --- | --- | --- | --- | --- |
| *Gapdh* | F | GGC AAA TTC AAC GGC ACA | NM_001289726.1 | 208 |
|  | R | CGG AGA TGA TGA CCC TTT |  |  |
| *Ccnd1* | F | GTT CAT TTC CAA CCC ACC CTC | NM_007631.2 | 117 |
|  | R | AGA AAG TGC GTT GTG CGG TAG |  |  |
| *Ccng1* | F | GCG TTG GAG ATC CAA GCA CTG A | NM_009831.2 | 113 |
|  | R | GGA AAC AAG CTC TTG CCA GAA GG |  |  |
| *Cdk6* | F | GGC GTA CCC ACA GAA ACC ATA | NM_009873.3 | 187 |
|  | R | AGG TAA GGG CCA TCT GAA AAC T |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

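RNA sequencing measured mRNA levels in embryoid bodies of mouse iPSCs after 24 h with ICF (3 samples) or without load (3 samples). The authors checked the reads with FastQC, filtered them with Trimmomatic, mapped them with HISAT2 and counted them per gene with HTSeq, and they deposited whole-number counts per gene for each sample, without normalization. HTSeq discards reads that align to several places or overlap several genes, so genes with near-identical copies are undercounted. The version of each tool, the genome build and the annotation are not named in the paper's text.

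The deposited counts were the input of all computations. Gene names, coordinates, GC content and exon length came from the GENCODE M21 annotation of GRCm38, which held 50376 of the identifiers, and coordinates are those of this build. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr by condition), with Benjamini-Hochberg adjustment and a threshold of 0.05. This covered 16729 genes. Means and SDs are of TMM-normalized CPM over 3 samples per group. Standard errors were computed from the SDs of log2 CPM in each group and are not those of the edgeR fit. Differences of single genes were also compared by an exact two-sided permutation test, whose smallest p with 3 samples against 3 is 0.1. Possible reads shared between genes were counted as 75-base stretches of a gene's longest transcript that also occur in transcripts of another gene. Matches on either strand were counted although the libraries were strand-specific, so shares with overlapping genes may include reads that the strand would separate. Gene sets were tested by one-sided Fisher's exact tests, with all tested genes as background and adjustment over 20 tests. On simulated counts, with 16536 genes past the filter, the procedure recovered 100% of 200 changed genes and 0.5% of its calls were false. The changes were planted in genes with a mean of at least 100 counts and were larger than those of Ccnd1, Cdk6 and Tgfb1. The simulated dispersion was 0.01, with no replicate set apart and no counts in steps of 4. The simulation therefore does not show how often changes as small as those of these 3 genes would be found.

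The genes named in the text are those the paper names for the RNA sequencing, Gapdh, and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 100 counts and the same direction in all 3 same-numbered pairs. This rule, the sets and 10 alternative settings were written before the data were examined. The pairing of samples comes from the donor numbers in the sample labels, used as replicate numbers, and the paper's text does not state it. The alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors, looser and stricter filters on low counts (at least 1 count in any sample, at least 10 counts in every sample), the replicate number as a block with edgeR and with DESeq2, offsets for GC content and gene length without and with the block, limma's camera test (limma 3.58.1), sets without the genes the paper names, and each of the 6 samples left out in turn. After the data were seen, 3 alternatives were added: the counts of ICF replicate 3 divided by 4, replicate 3 of both groups as a batch, and DESeq2 with its prior on fold changes.

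Between 28711166 and 34194413 reads per sample were counted on genes. At this depth a gene such as Tgfb1 is covered by a mean of 255.5 counts over the 6 samples, so both counting noise and the spread between replicates limit its precision. In ICF replicate 3 most counts are multiples of 4, so its low counts resolve differences less finely than those of the other samples. The real-time PCR, flow cytometry, viability and protein measurements, and the gene ontology and KEGG lists, were not analysed here.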

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

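The results in this part were singled out because genes the paper does not name changed between ICF and control. The p53, HIF-1, glycolysis and steroid synthesis pathways are themselves in the paper's Table 2, so for these sets only the member genes are outside its lists. The count of sample splits and the test with replicate 3 as a batch were chosen only after the main results or the position of replicate 3 had been seen, and so were the division of the counts of ICF replicate 3 and the choice to judge the G2/M genes by the test without that sample.

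Without the genes the paper names, 4 metabolic or stress sets changed. Of 13 remaining HIF-1 targets, 11 were downregulated (adjusted p = 1.4e-12, Fisher's exact test), with a median log2 fold change of -0.89. Of 19 cholesterol synthesis enzymes, 12 were downregulated (adjusted p = 1.6e-11, Fisher's exact test), with a median of -0.45. The paper names none of these enzymes, so for them this repeats the test of the full set. Of 7 glycolysis enzymes, 5 were downregulated (adjusted p = 1.4e-05, Fisher's exact test), with a median of -0.76. Of 17 p53 targets, 8 were upregulated (adjusted p = 2.2e-07, Fisher's exact test), with a median of 0.35. Genes within a set are not independent, which Fisher's exact test ignores. In limma's camera test the adjusted p-values were 2.1e-71, 1.5e-17, 7.6e-58 and 6.3e-16 for the full sets. That test used a small preset correlation between genes, not one estimated from these data, so it does not remove this limit.

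G2/M genes went down although the paper relates its upregulated genes to the cell cycle and reports more cells in S phase after ICF. After a later culture in growth medium it also reports more cells in G2/M, and a higher proliferative index at both times. Of 51 G2/M genes not named in the paper, 8 were downregulated (adjusted p = 0.0056, Fisher's exact test) and 2 upregulated, with a median log2 fold change of -0.14, and 40 were lower with ICF. The median of the full set lay between -0.16 and -0.11 under all settings tried, and the median of all genes within 0.01 of 0. With offsets for GC content and gene length it was -0.153, and without ICF replicate 3 it was -0.119, so neither removed the fall. With replicate 3 as a batch it was -0.129. A batch shared by replicate 3 of both groups cancels out of the difference between ICF and control, and a batch that follows the groups was not tested. A candidate explanation is that fewer cells were in G2 or M when RNA was extracted, but the share of cells in each phase was not analysed here and the fall is small.

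Among single genes outside the paper's lists, Vgf and Tnnt2 were among the 5 largest rises. Vgf, a secreted neuropeptide precursor on chromosome 5 from 137026392 to 137033351, rose from 1.58 ± 0.45 (SD, n = 3) to 4.97 ± 1.32 CPM (SD, n = 3), a log2 fold change of 1.65 (standard error 0.31, adjusted p = 0.008, edgeR). Tnnt2, the cardiac troponin T gene on chromosome 1 from 135836354 to 135852260, rose from 2.13 ± 0.64 (SD, n = 3) to 6.47 ± 0.71 CPM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.27, adjusted p = 0.004, edgeR). Both rose in 3 of 3 same-numbered pairs, which the rule that named them required. Vgf lost its call in 1 of the 6 tests that each left out 1 sample, and Tnnt2 in none.

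Of these 7 genes and sets, 7 stayed past the threshold with offsets for GC content and gene length, 7 with ICF replicate 3 divided by 4. All 7 also stayed past it with replicate 3 as a batch, which is shared by both groups and so was not a test of a batch that follows the groups. With those offsets the median of all HIF-1 targets was -1.22 and that of all p53 targets outside Fig. 3a was 0.55. Shared reads were not tested for the set members that the paper does not name.

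Whether another grouping of the samples gives as much was counted over the 4 splits of the 6 samples that, like the real one, part all 3 same-numbered pairs. For the number of genes past the threshold (1313), 1 of the 4 splits, the real one, gave a result as large, and the other 3 gave 0 genes, with 175, 90 and 75 genes at an unadjusted p under 0.05. The same count was 1 of 4 for the 66 genes of Table 1, Fig. 3a and Fig. 3b, of which 53 passed in the real split. The paper chose these genes as differentially expressed in the real grouping of the samples, so their count cannot test that grouping. For the sets the count was also 1 of 4, and 6 sets passed in the real split. The 6 splits that part only 1 pair also gave 0 genes, with 52 to 2402 at an unadjusted p under 0.05. With so few splits the share cannot fall under 0.05, so the changes cannot be told apart from a fortunate grouping by this count alone. Lower activity of HIF-1 and higher activity of p53 with ICF remain hypotheses, found and tested on the same samples. RNA from other cells was not tested as an explanation.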

How the results depend on the processing

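The settings named here were set before the data were examined, except that 3 were chosen after seeing the data: the counts of ICF replicate 3 divided by 4, replicate 3 of both groups as a batch, and DESeq2 with its prior on fold changes. Where a result changed, the cause was not tested.

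The number of upregulated genes, 580 in the edgeR test without a block, was 877 with DESeq2, 2445 with the replicate block, 1354 with DESeq2 and the block, 954 with offsets for GC content and gene length, 2394 with the block and these offsets, 2823 with replicate 3 as a batch and 875 with DESeq2's prior. The number of downregulated genes, 733, was 1071 with DESeq2, 2561 with the block and 1666 with DESeq2 and the block. It was 1237 with the offsets, 2889 with the block and the offsets, 2876 with replicate 3 as a batch and 1072 with DESeq2's prior. RLE size factors, both filters on low counts and the division of ICF replicate 3 by 4 kept both numbers within 1.5 times. Leaving out each sample in turn gave from 85 to 724 upregulated and from 215 to 928 downregulated genes.

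All 20 upregulated and 20 downregulated genes of Table 1 passed under each setting. Of the p53 pathway genes of Fig. 3a, 14 passed in the edgeR test, 17 with the GC and length offsets and 19 with DESeq2 and the block. All 20 passed with DESeq2 without and with its prior, the replicate block, the block and offsets, and replicate 3 as a batch. With at least 1 count in any sample 19 passed, and with each sample left out in turn from 5 to 16 did. Of the cell cycle genes of Fig. 3b, 4 passed in the edgeR test, 7 with the GC and length offsets, 10 with DESeq2 and with DESeq2's prior, and 11 with the replicate block, with DESeq2 and the block, with the block and offsets and with replicate 3 as a batch. With each sample left out in turn, from 0 to 6 of them passed. All genes of both heat maps rose under each setting.

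Ccng1 kept its call under each setting. Ccnd1 lost its call in 3 of the 6 tests that each left out 1 sample, with log2 fold changes from 0.29 to 0.37. Cdk6, not past the threshold in the edgeR test, passed with the replicate block (0.338), with DESeq2 and the block (0.333), with the block and offsets (0.261) and with replicate 3 as a batch (0.338), and its log2 fold change ranged from 0.27 to 0.45 with 1 sample left out. Tgfb1, also not past it, passed with DESeq2 (0.456), the block (0.462), DESeq2 and the block (0.458), the offsets (0.448), the block and offsets (0.450), ICF replicate 3 divided by 4 (0.476), replicate 3 as a batch (0.460) and DESeq2's prior (0.386), and ranged from 0.40 to 0.55 with 1 sample left out.

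Among the gene sets, the downregulation of cytosolic ribosomal proteins did not pass in the edgeR test (adjusted p = 0.19, Fisher's exact test), but did with DESeq2 without and with its prior (both 1e-06), the filter of at least 1 count in any sample (1.1e-18), the filter of at least 10 counts in every sample (0.049), the block (5.1e-38), DESeq2 and the block (9.8e-48), the block and offsets (3.5e-21), replicate 3 as a batch (2.8e-40) and limma's camera test (2.9e-10). TGF-β response genes passed for upregulation with at least 1 count in any sample (0.028) and with the block (0.018), and S phase genes with DESeq2 and the block (0.046). Each other set kept its side of the threshold under each setting. The zinc response set has no member outside the genes the paper names, so it was not tested without them, and sets were not tested with samples left out. The median of all genes stayed within 0.01 of 0 on the log2 scale under each setting.

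Of the 86 other named genes, over the settings fixed in advance 10 were weaker in at least 1 setting, 11 stronger and 1 reversed. The reversed gene was Gapdh, whose uncertain count gave -0.03 in the edgeR test. Its log2 fold change was 0.052 without control replicate 3 and 0.007 without ICF replicate 1. Over the tests that each left out 1 sample it ranged from -0.084 to 0.052. Gm16754 had no value with at least 10 counts in every sample.

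The counts of ICF replicate 3 mostly step by 4, which limits what it can show for low counts. Its 28869790 counted reads were not fewer than the 28711166 of control replicate 3. ICF replicate 3 had counts for 20802 genes, fewer than the 24340 to 24889 of the other samples.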

Differences from the paper's values

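The paper reports 893 upregulated genes, and 580 were found here. Of the settings fixed before the data were examined, DESeq2 (877), the filter of at least 1 count in any sample (841), the GC and length offsets (954) and the tests without control replicate 3 (724) and without ICF replicate 3 (637) came within 1.5 times the paper's number. The others did not. ICF replicate 3 divided by 4 (667) and DESeq2's prior (875), both chosen after seeing the values, also did. For downregulated genes the paper reports 1076, against 733 here and 1071 with DESeq2.

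The paper shows 11 cell cycle genes as differentially expressed, and 4 passed here. DESeq2 (10), the replicate block (11), DESeq2 with the block (11) and the block with GC and length offsets (11) came within 1.5 times the paper's number, and the other settings fixed before the data were examined did not. Replicate 3 as a batch (11) and DESeq2's prior (10), chosen after seeing the values, also did.

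Of the 40 log2 fold changes in Table 1, 15 differed by more than the replicate SD. For genes that rose, the paper's value is 1.679 for Mt2 and the value here 1.843, 1.414 for Zfp365 and here 1.549, 1.780 for Fam212b and here 2.224, 0.858 for Nefh and here 0.950, and 1.102 for Sytl1 and here 1.426. For genes that fell, the paper's value is -2.220 for Bnip3 and here -2.515, -2.000 for Slc16a3 and here -2.276, -2.577 for A2m and here -4.159, -2.275 for Ankrd37 and here -2.977, and -1.896 for Aldoc and here -2.366. It is -2.304 for Adm and here -4.078, -2.208 for Aoc3 and here -3.571, -1.122 for Vldlr and here -1.209, -1.043 for the Riken cDNA gene on chromosome 15 and here -1.118, and -1.880 for Grin1 and here -2.826.

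Of the settings fixed before the data were examined, these came within the replicate SD of the paper's value for Mt2: DESeq2 (1.837, little different from the value here) and the tests without control replicate 3 (1.734) and without ICF replicate 2 (1.819). For Zfp365 the GC and length offsets without (1.521) and with the block (1.518) did, and so did the tests without control replicate 1 (1.524), control replicate 2 (1.528) and ICF replicate 3 (1.462). The test without control replicate 1 came within it for Bnip3 (-2.424), Nefh (0.889) and Slc16a3 (-2.175), that without ICF replicate 1 also for Slc16a3 (-2.181), and that without control replicate 2 for Vldlr (-1.168). For the Riken cDNA gene on chromosome 15 the offsets without and with the block (both -1.013) and the tests without control replicate 1 (-1.086) and ICF replicate 1 (-1.091) did. None of these settings came within the replicate SD for Fam212b, Sytl1, A2m, Ankrd37, Aldoc, Adm, Aoc3 or Grin1. DESeq2 with its prior on fold changes, chosen after seeing the values, closed the gap for all 15 genes. ICF replicate 3 divided by 4, also chosen after seeing the values, came within the replicate SD for Zfp365 (1.534).

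The paper lists Cdk6 and Tgfb1 among the genes differentially expressed with ICF in Fig. 3b. Here their adjusted p-values were 0.089 and 0.055 in the edgeR test, and 0.001 and 0.0016 with the replicate block. With DESeq2, the tool the paper names, they were 0.051 and 0.03. Table 2 lists the pentose phosphate pathway and the ribosome for downregulated genes. The hand-written sets used here are not the KEGG lists. In the edgeR test, 0 of 7 pentose phosphate enzymes and 7 of 82 ribosomal protein genes were downregulated (adjusted p = 1 and 0.19, Fisher's exact test). The ribosomal set passed with DESeq2 (1e-06), with the replicate block (5.1e-38) and with limma's camera test (2.9e-10) among other settings, and the pentose phosphate set under none.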

Other observations

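Of the tests in this part, those on the multiples of 4, on replicate 3 and on DESeq2's prior were chosen only after the pattern had been seen.

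In ICF replicate 3, 89.0% of the counts above 0 are whole multiples of 4. Multiplication of finished counts by 4 in 1 step would leave no other values, but 11.0% of its 20802 counts above 0 are not multiples of 4, and this share rises from 2.35% of counts under 10 to 51.1% of counts of at least 10000. If each read had been counted about 4 times, for example because reads were repeated before counting, the sample would show about as few genes as a library with 1 read in 4 of its depth. ICF replicates 1 and 2, thinned at random to 1 read in 4 over 10 draws, kept 20764 genes on average, near the 20802 of ICF replicate 3. The thinned number does not separate repeated reads from multiplied counts, and exact repeats of every read would also leave only multiples of 4. A candidate explanation that remains open is that the reads of ICF replicate 3 entered the counting about 4 times. No biological explanation was tested. With its counts divided by 4, 667 genes were upregulated and 875 downregulated.

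Replicate 3 of each group lies apart from replicates 1 and 2. The deviations of control replicate 3 and ICF replicate 3 from their group means correlated across genes with r = 0.38, where genes are not independent replicates. This may come from a difference between library or sequencing batches, but the labels also give the replicates of both groups shared donor numbers, and the paper reports independent experiments, so batch, donor and experiment cannot be told apart.

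The log2 fold changes of Table 1 are closer to 0 in the paper than here. DESeq2's prior shrinks fold changes toward 0, and with it the largest difference from the 40 values of Table 1 was 0.006 and the median difference 0.001. Without the prior DESeq2 differed by up to 1.79. A candidate explanation is that the paper's values were shrunken in this way, which its text does not state.

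Gapdh, the reference gene of the paper's real-time PCR, lies on chromosome 6 from 125161715 to 125166467. It had 22.8 ± 2.31 CPM (SD, n = 3) in the control and 22.3 ± 0.93 (SD, n = 3) with ICF, a log2 fold change of -0.03 (standard error 0.09, adjusted p = 0.86, edgeR; 0.82 with the replicate block). Of the possible 75-base reads of its longest transcript, 22.8% match 114 other genes. Its count is therefore uncertain and cannot show whether Gapdh mRNA was stable.

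Cytosolic ribosomal proteins were lower with ICF in 79 of 82 genes, with a median log2 fold change of -0.23 that stayed between -0.28 and -0.15 under all settings tried, although only 7 of them were downregulated in the edgeR test.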
